# Podocyte-specific deletion of tubular sclerosis complex 2 promotes focal segmental glomerulosclerosis and progressive renal failure

**DOI:** 10.1371/journal.pone.0229397

**Published:** 2020-03-19

**Authors:** Wakiko Iwata, Hiroyuki Unoki-Kubota, Hideki Kato, Akira Shimizu, Michihiro Matsumoto, Toshiyuki Imasawa, Arisa Igarashi, Kenji Matsumoto, Tetsuo Noda, Yasuo Terauchi, Masaomi Nangaku, Masato Kasuga, Yasushi Kaburagi

## Abstract

Obesity can initiate and accelerate the progression of kidney diseases. However, it remains unclear how obesity affects renal dysfunction. Here, we show that a newly generated podocyte-specific *tubular sclerosis complex 2 (Tsc2)* knockout mouse model (*Tsc2*^Δ*podocyte*^) develops proteinuria and dies due to end-stage renal dysfunction by 10 weeks of age. *Tsc2*^Δ*podocyte*^ mice exhibit an increased glomerular size and focal segmental glomerulosclerosis, including podocyte foot process effacement, mesangial sclerosis and proteinaceous casts. Podocytes isolated from *Tsc2*^Δ*podocyte*^ mice show *nuclear factor*, *erythroid derived 2*, *like 2*-mediated increased oxidative stress response on microarray analysis and their autophagic activity is lowered through the mammalian target of rapamycin (mTOR)—unc-51-like kinase 1 pathway. Rapamycin attenuated podocyte dysfunction and extends survival in *Tsc2*^Δ*podocyte*^ mice. Additionally, mTOR complex 1 (mTORC1) activity is increased in podocytes of renal biopsy specimens obtained from obese patients with chronic kidney disease. Our work shows that mTORC1 hyperactivation in podocytes leads to severe renal dysfunction and that inhibition of mTORC1 activity in podocytes could be a key therapeutic target for obesity-related kidney diseases.

## Introduction

The prevalence of obesity is increasing worldwide and contributes to many health problems, including type 2 diabetes mellitus (T2DM), cardiovascular disease and several types of cancer [1, 2]. Obesity, T2DM, hypertension and cardiovascular disease are all risk factors for chronic kidney disease (CKD) and end-stage renal disease [3, 4]. Several studies support the association between obesity and kidney disease. However, the precise mechanisms by which obesity contributes to the development and/or progression of CKD and end-stage renal disease are not completely understood. Some of the deleterious renal consequences of obesity may be mediated by inflammation induced by the production of cytokines and growth factors such as adiponectin, leptin and inflammatory cytokines [5].

Dysregulation of the mammalian target of rapamycin (mTOR) signalling pathway is also implicated in obesity [6]. mTOR, an evolutionarily conserved serine-threonine kinase, is part of a nutrient-sensing pathway regulating cellular growth, survival and metabolism. It interacts with several proteins to form two distinct complexes named mTOR complex 1 (mTORC1) and mTOR complex 2. In addition, mTORC1 is negatively regulated by a heterodimer complex containing tuberous sclerosis complex 1 (TSC1) and tuberous sclerosis complex 2 (TSC2) [7, 8]. mTORC1 is highly active in the tissues of obese and high-fat-fed-rodents [9]. In humans, the mTORC1 signalling effector S6K is upregulated in visceral fat tissues of obese patients [10]. Moreover, single nucleotide polymorphism analysis has revealed that a common genetic variation in regulatory-associated protein of mTOR (*RAPTOR)* is associated with overweight/obesity in American men of Japanese ancestry [11]. Inhibition of adipose mTORC1 signalling genetically impairs adipogenesis [12], whereas increased mTORC1 signalling promotes adipogenesis [13]. Recent reports have also shown that mTORC1 contributes to thermogenesis by modulating the brown-to-white adipocyte phenotypic switch [14, 15]. Accumulating evidence suggests that mTOR signalling could be a key regulator of obesity and its morbidities.

In this study, we hypothesize that mTORC1 activity might contribute to obesity-related renal functional decline. Accordingly, we generated podocyte-specific *Tsc2* knockout mice (*Tsc2*^Δ*podocyte*^), in which *Tsc2* is specifically depleted by *Podocin-Cre* [16]. Deletion of the *Tsc2* gene in podocytes increases glomerular size and the characteristics of focal segmental glomerulosclerosis (FSGS) and causes end-stage renal dysfunction concomitant with impaired autophagy in podocytes. Assessment of the involvement of mTORC1 in human kidney biopsy specimens demonstrated that mTORC1 signalling was surprisingly activated in podocytes from obese patients with CKD.

## Materials and methods

### Animals

Male obese *db/db* mice and their nonobese controls (*db/m*) were obtained from CLEA Japan Inc. (Tokyo, Japan). Mice with exons 3 and 4 of the *Tsc2* gene flanked by two *lox P* sequences have previously been reported [17]. Heterozygous *Nphs2-Cre* transgenic mice were provided by Dr. Susan E Quaggin (Feinberg Cardiovascular Research Institute, Northwestern University, Chicago, IL) [16]. For generation of homozygous floxed *Tsc2* mice on an ICR background, which are more sensitive to glomerular diseases, mice were backcrossed for more than ten generations (Jcl:ICR; CLEA Japan Inc.). Offspring from the backcrossed *Tsc2*^*flox/flox*^ mice were crossed with *Nphs2-Cre* mice to generate mice heterozygous for the *Tsc2*-floxed allele (genotype: *Tsc2*^*flox/wt*^, *Nphs2-Cre*^+/-^). These mice were bred with *Tsc2*^*flox/flox*^ mice to inactivate both *Tsc2* alleles by Cre-mediated excision, thereby creating conditional knockout mice in which the *Tsc2* gene was specifically disrupted in podocytes (*Tsc2*^Δ*podocyte*^, genotype: *Tsc2*^*flox/flox*^, *Nphs2-Cre*^+/-^). PCR was used for *Tsc2 loxP* and *Nphs2-Cre* genotyping. *Tsc2*^*flox/flox*^ (genotype: *Tsc2*^*flox/flox*^, *Nphs2-Cre*^-/-^) and *Nphs2-Cre* (genotype: *Tsc2*^*wt/wt*^, *Nphs2-Cre*^+/-^) littermates were used as controls.

During the study, animals were housed in a temperature-controlled room (22°C) with a 12-h light/dark cycle with free access to diet and water. A standard laboratory diet (Labo H Standard, Nosan Corporation, Yokohama, Japan) was administered *ad libitum* from weaning. All animal care and procedures were performed in accordance with Animal Research Reporting In Vivo Experiments guidelines [18]. All research staff handling with animals was trained in accordance with the recommendations of the Institutional Animal Care and Use Committee of National Center for Global Heal and Medicine.

### Survival time

For survival analysis, at least ten *Tsc2*^Δ*podocyte*^ mice were followed open end for max. The survival time of *Nphs2-Cre* (*n* = 9), *Tsc2*^*flox/flox*^ (*n* = 10), and *Tsc2*^Δ*podocyte*^ (*n* = 32) mice was checked until 16 weeks of age and evaluated using the Kaplan-Meier method. For rapamycin treatment, *Nphs2-Cre* (*n* = 17), *Tsc2*^*flox/flox*^ (*n* = 16), and *Tsc2*^Δ*podocyte*^ (*n* = 8) mice were intraperitoneally injected with rapamycin (LC Laboratories, Woburn, MA) at 2 mg kg^-1^ of body weight every other day from 4 to 11 weeks of age. Saline injection for control was performed similarly (*Nphs2-Cre* [*n* = 7], *Tsc2*^*flox/flox*^ [*n* = 9], and *Tsc2*^Δ*podocyte*^ [*n* = 26]). All mice were monitored every 2 weeks beginning at 3 weeks of age. As described later, *Tsc2*^Δ*podocyte*^ mice had significantly shorter survival than control mice without humane intervention due to renal dysfunction. When mice exhibited reduced locomotor activity and hypothermia, blood urea nitrogen (BUN) was measured using an Arkray Spotchem D (Arkray, Kyoto, Japan). In case of BUN over 50 mg/dL, as a specific endpoint criterion, the affected mice were euthanized immediately. There were no mice that were euthanized before reaching the experimental endpoint. The numbers of mice that died without humane intervention and euthanized after reaching the experimental endpoint were summarized in S1 Table.

### Serum and urine analysis

At 3, 5 and 7 weeks of age, mice were individually placed in metabolic cages (Shinano Manufacturing, Tokyo, Japan) with free access to diet and water, and urine was collected for 16 h. Urinary albumin and creatinine levels were measured on a Hitachi 7180 analyser (Hitachi Inc., Tokyo Japan), and the albumin-to-creatinine ratio (ACR) was calculated. Body weight and fasting plasma glucose levels were measured, and blood samples were obtained as described previously [19]. Serum creatinine (SCr), total protein, albumin, uric acid, BUN, HDL-cholesterol (HDL-C), total cholesterol (TC), triglyceride, Na, K and Cl were measured using an Arkray Spotchem D (Arkray, Kyoto, Japan).

### Histological assessments

At defined experimental time points, mice were deeply anesthetized with sevoflurane (Maruishi Pharmaceutical Co., Ltd, Osaka, Japan). The sacrificed mice were perfused with 0.9% NaCl solution and then both kidneys were excised. Kidneys were fixed in 10% phosphate-buffered formalin, embedded in paraffin and deparaffinized in xylene; then 2-μm sections were stained with periodic acid-Schiff (PAS) and Masson’s trichrome. Glomerulosclerotic injury was graded based on the severity of glomerular damage, essentially as reported previously [20]. A glomerulosclerotic index was then calculated using the formula: Glomerulosclerotic index = (1 × n_1_) + (2 × n_2_) + (3 × n_3_) + (4 × n_4_) / (n_0_ + n_1_ + n_2_ + n_3_ + n_4_), where n_x_ is the number of glomeruli at each grade of glomerulosclerosis. At least 50 glomerular sections were randomly assessed in each mouse (*n* = 3/genotype), and this analysis was performed with the observer masked to the treatment groups. For an evaluation of glomerular size, glomerular diameters were assessed in 20 glomerular sections that were randomly selected from each mouse (*n* = 3/genotype), measured by using ImageJ processing software version 1.50i [21], and the averages of the glomerular diameters per glomerular section were calculated. For immunofluorescence studies, 4-μm frozen sections of OCT-embedded frozen kidneys were fixed in ice-cold acetone, blocked with 3% bovine serum albumin and incubated with primary antibodies—rabbit anti-Wilms tumor 1 (WT1) (1:50, sc-192, Santa Cruz Biotechnology, Dallas, TX), anti-synaptopodin (1:50, sc-50459, Santa Cruz Biotechnology) and anti-podocin (1:100, P0372, Sigma-Aldrich, St. Louis, MO) polyclonal antibodies and developed using FITC-conjugated swine anti-rabbit immunoglobulins polyclonal antibody (1:20, F020502, Dako; Agilent Technologies, Santa Clara, CA). Cell nuclei were counterstained with Hoechst 33342 and mounted with Fluoromount. The numbers of double-positive cells (WT1 and Hoechst 33342) were counted in more than 20 glomerular sections that were randomly selected from each mouse (*n* = 6–8/genotype) and the averages of the double-positive cells per glomerular section were calculated.

### Transmission electron microscopic analysis

Kidney samples were fixed with 2.5% glutaraldehyde in phosphate buffer (pH 7.4), postfixed with 1% osmium tetroxide, dehydrated, and embedded in Epok 812. Ultrathin sections were stained with uranyl acetate and lead citrate and then examined with a transmission electron microscope (H-7100, Hitachi Ltd., Tokyo, Japan). Glomerular basement membrane thickness was assessed in 22–25 fields in the glomeruli, which were randomly selected from each mouse, and was measured by using ImageJ processing software version 1.50i [21].

### Isolation of glomeruli and culture of primary podocytes

Glomeruli of *Tsc2*^Δ*podocyte*^ and control mice were isolated by magnetic bead isolation [22]. Isolated glomeruli were cultured on type I collagen-coated multiwell plate dishes (AGC Techno Glass Co. Ltd., Shizuoka, Japan) in RPMI 1640 (Wako Pure Chemical Industries, Ltd., Osaka, Japan) containing 10% fetal bovine serum (GE Healthcare, Chicago, IL) supplemented with 100 U ml^-1^ penicillin and 100 μg ml^-1^ streptomycin (Thermo Fisher Scientific, Inc., Waltham, MA) in a 37°C humidified incubator with 5% CO_2_. Explant primary podocytes were used for subsequent analyses. The podocytes isolated from these mice were stained with WT1, a podocyte marker, and the ratio of the number of WT1-positive cells to the number of the explant cells was 96.3 ± 2.1%. For an LC3B assay, the cultured podocytes were treated with or without 10 μM chloroquine for 24 h before analysis.

### RNA extraction and quantitative real-time PCR

Total RNA was isolated using an RNeasy Mini kit (Qiagen, Hilden, Germany), and cDNA was synthesized using ReverTra Ace qPCR RT Master Mix (Toyobo, Osaka, Japan). Fast SYBR Green and TaqMan Fast Advantage (Thermo Fisher Scientific) were used for real-time PCR analysis and the expression levels of each mRNA were quantified using the standard curve method and normalized relative to the levels of expression of β-actin or GAPDH mRNA in the same sample.

### Microarray analysis

Total RNA isolated from the podocytes of *Tsc2*^Δ*podocyte*^ and *Tsc2*^*flox/flox*^ mice was subjected to microarray analysis. RNA quality and integrity were determined using the Agilent RNA 6000 Nano Kit on the Agilent 2100 Bioanalyzer (Agilent Technologies, Böblingen, Germany). All samples were analysed with Agilent SurePrint G3 Mouse GE 8×60K microarray (Agilent Technologies). Sample labelling, microarray hybridization and washing were performed according to the manufacturer’s instructions using the One-Color Microarray-Based Gene Expression Analysis Protocol. Data extraction was performed using Feature Extraction Software, and the Feature Extraction Software-derived output data files were further analysed using GeneSpring software (version 14.8, Agilent Technologies). Differentially expressed mRNAs were selected on the basis of a fold-change ≥ |1.5| at *P* < 0.05 between the *Tsc2*^Δ*podocyte*^ mice and control samples by the Benjamini-Hochberg procedure. To facilitate gene microarray data analysis, Ingenuity Pathway Analysis software (Qiagen, Redwood City, CA) was used for *in silico* genomics network analysis to search for possible biological processes, pathways and networks.

### Immunoblot analysis

Cultured podocytes were lysed in RIPA buffer containing phosphatase inhibitor (Nacalai Tesque, Kyoto, Japan). The samples were resolved by 7.5% or 10–20% SDS-PAGE and transferred to Immobilon-P Transfer Membranes (Merck Millipore, Billerica, MA). The membranes were incubated with the antibodies indicated below and washed and incubated with secondary antibodies. Blots were visualized using an enhanced chemiluminescence system (Amersham ECL Prime Western Blotting Detection Reagent, GE Healthcare). Images were captured with a ChemiDoc XRS+ system and processed using ImageLab software (Bio-Rad Laboratories, Hercules, CA). Antibodies used in this study were as follows: rabbit anti-tuberin (1:1000, sc-893, Santa Cruz Biotechnology), anti-WT1 (1:500, sc-192, Santa Cruz Biotechnology), anti-p62 (1:5000, P0067, Sigma-Aldrich), anti-LC3B (1:5000, L7543, Sigma-Aldrich), anti-phosphorylated unc-51-like kinase 1 (ULK1) (Ser757) (1:1000, #6888, Cell Signaling Technology, Beverly, MA), anti-phosphorylated p70S6K (Thr389) (1:1000, #9205, Cell Signaling Technology), anti-phosphorylated eukaryotic translation initiation factor 4E- binding protein 1 (4EBP1) (Ser65) (1:1000, #9451, Cell Signaling Technology) polyclonal antibodies and mouse anti-β-tubulin monoclonal antibody (1:1000, 05–661, Upstate Biotechnology, Lake Placid, NY).

### Quantitative analysis of autophagic activity *in vivo*

GFP-LC3 transgenic mice provided by N. Mizushima (The University of Tokyo, Tokyo, Japan) were used to analyse autophagic activity *in vivo* [23]. *Tsc2*^Δ*podocyte*^ and control mice were subsequently crossed with GFP-LC3 transgenic mice. The numbers of GFP-LC3 puncta in podocytes were observed with an LSM880 confocal microscope (Zeiss, Oberkochen, Germany), counted in 20 glomeruli randomly selected from each mouse (*n* = 3/genotype) and quantified.

### Human kidney biopsy specimens

Clinically indicated renal biopsies were performed in obese patients (body mass index > 25 kg m^-2^) with CKD at Chiba-Higashi National Hospital. Three human kidney biopsy specimens from patients diagnosed with FSGS perihilar variant were stained with rabbit anti-phospho-S6 ribosomal protein (pS6) monoclonal antibody (Ser235/236, 1:400, #4858, Cell Signaling Technology) and counterstained with haematoxylin. pS6-positive glomeruli were counted, and the percentage of pS6-positive glomeruli in 10–26 glomeruli was calculated for each patient. Human kidney biopsy specimens obtained from three patients with abnormal results on urinalysis but with no glomerular abnormality on kidney biopsy were used as normal controls.

### Statistics

Kaplan-Meier analysis was conducted using IBM SPSS software version 20. Data are expressed as means ± s.d. for normally distributed variables and median (interquartile range) for non-normally distributed variables. Differences between the two groups for normally distributed variables were tested using Student’s two-sided *t*-test, and nonparametric data were analysed using the Mann–Whitney *U*-test. Differences among more than three groups were analysed using parametric (one-way analysis of variance) or nonparametric (Kruskal-Wallis test) statistical methods. All calculations were performed with Microsoft Excel 2016 or IBM SPSS software version 20. *P* < 0.05 was considered significant.

### Study approval

All animal protocols and experiments were approved by the Institutional Animal Care and Use Committee of National Center for Global Heal and Medicine (no. 18068). Human renal biopsies were performed at Chiba-Higashi National Hospital after written informed consent was received from participants prior to inclusion in the study. The protocol concerning the use of biopsy samples was approved by the ethics committee of Chiba-Higashi National Hospital (no. 27–14).

## Results

### *Tsc2* deletion in podocytes causes death due to renal failure

We generated *Tsc2*^Δ*podocyte*^ mice by crossing homozygous floxed *Tsc2* mice (*Tsc2*^*flox/flox*^) with Cre-recombinase transgenic mice that had *Cre* gene under the control of a murine *Podocin* (*Nphs2*) promoter (*Nphs2-Cre*). *Tsc2*^Δ*podocyte*^ mice were born at the expected Mendelian ratio and divided into three types according to genotype: *Nphs2-Cre*, *Tsc2*^*flox/flox*^ and *Tsc2*^Δ*podocyte*^ (Fig 1A). To verify the depletion of *Tsc2* in podocytes, we examined mRNA from primary cultured podocytes. The *Tsc2* mRNA level showed an 80% ± 0.42% reduction in *Tsc2*^Δ*podocyte*^ mice compared with control mice (Fig 1B), and TSC2 protein was barely detected in *Tsc2*^Δ*podocyte*^ mice. (Fig 1C). We also examined the tissue distribution of *Tsc2* mRNA, including the renal cortex; however, *Tsc2* mRNA levels did not differ in the tissues examined between *Tsc2*^Δ*podocyte*^ mice and control mice (Fig 1D).

**Fig 1:**
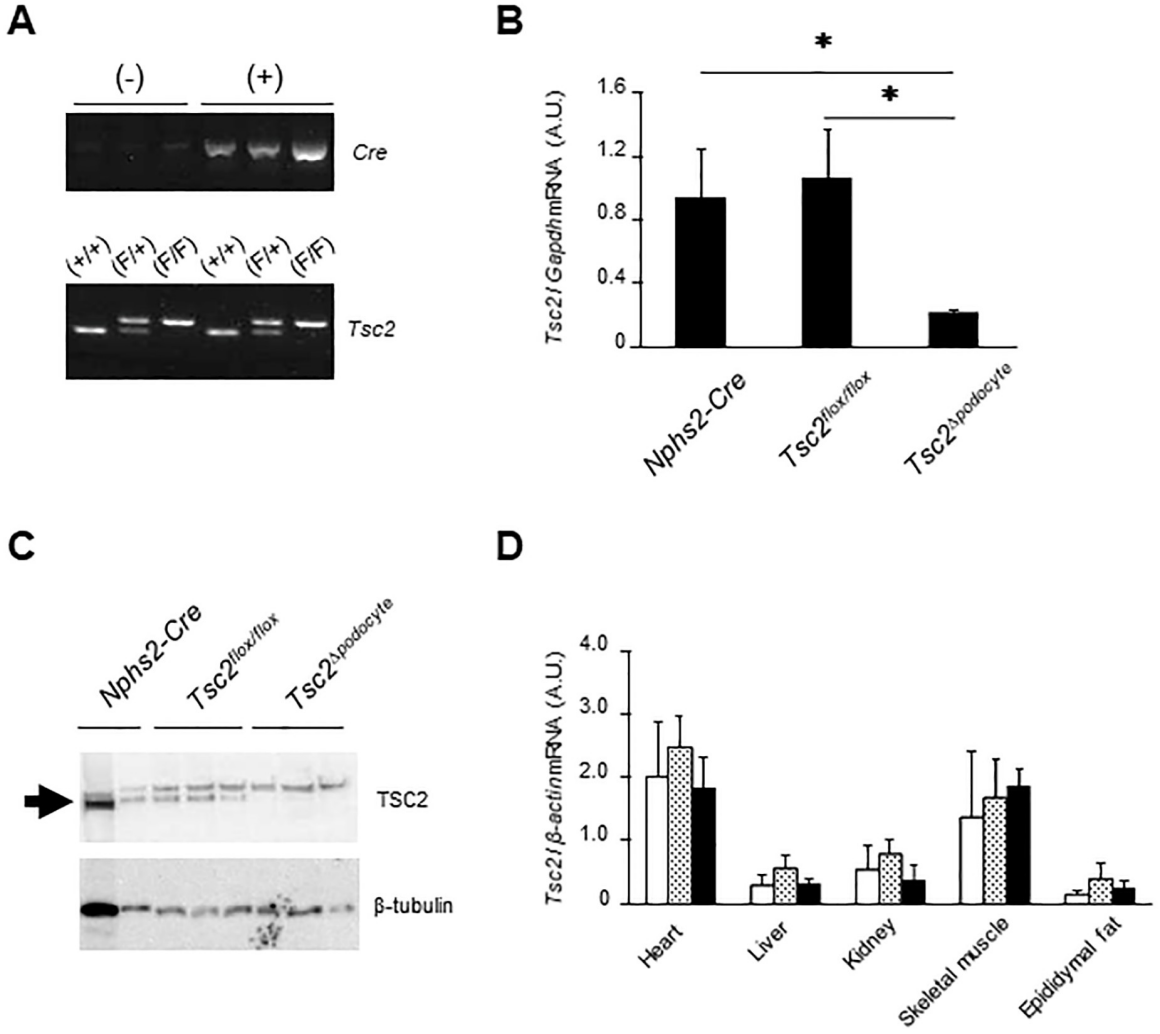
Generation of podocyte-specific *Tsc2* knockout mice, *Tsc2*^Δ*podocyte*^. Homozygous floxed *Tsc2* mice were crossed with *Nphs2-Cre* transgenic mice to generate *Tsc2*^Δ*podocyte*^, *Nphs2-Cre*^+/-^; *Tsc2*^*flox/flox*^. (**A**) PCR genotyping of genomic DNA from mouse tails. *NPHS2-Cre*^+/-^, *Tsc2*^*wt/wt*^ mice (*Nphs2-Cre*) and *NPHS2-Cre*^-/-^, *Tsc2*^*flox/flox*^ mice (*Tsc2*^*flox/flox*^) were used as controls. F, flox; +, wt. (**B**) Primary cultured podocytes isolated from *Tsc2*^Δ*podocyte*^ and wild-type control mice at 4 weeks of age demonstrated that *Tsc2* mRNA was knocked down by over 80% in the podocytes of *Tsc2*^Δ*podocyte*^ mice compared with control mice. Results are expressed as means ± s.d. *P < 0.05 compared with age-matched controls. (**C**) Western blot analysis of primary cultured podocytes isolated from *Tsc2*^Δ*podocyte*^ and control mice. TSC2 gives a band at 200 kDa (*arrow*). Non-specific bands were also detected above the TSC2 band in all samples. β-Tubulin was used as an internal control. (**D**) *Tsc2* mRNA expression in various tissues of *Tsc2*^Δ*podocyte*^ and wild-type controls. Expression levels of *Tsc2* mRNA in *Tsc2*^Δ*podocyte*^ were comparable with those in controls in all the tissues examined, including the renal cortex. White bar, *Nphs2-Cre*; dotted bar, *Tsc2*^*flox/flox*^; black bar, *Tsc2*^Δ*podocyte*^.

*Tsc2*^Δ*podocyte*^ mice were normoglycemic and nonobese, and initially appeared normal. However, Kaplan-Meier analysis indicated that *Tsc2*^Δ*podocyte*^ mice had significantly shorter survival (*P* < 0.01) than control mice (Fig 2A). A dramatic loss of animals was detected in *Tsc2*^Δ*podocyte*^ mice after 4 weeks of age, and all of the *Tsc2*^Δ*podocyte*^ mice examined died by 10 weeks of age. SDS-PAGE analysis revealed that *Tsc2*^Δ*podocyte*^ mice started to develop albuminuria at approximately 3 weeks of age (Fig 2B). The urinary ACR also remained significantly higher in *Tsc2*^Δ*podocyte*^ mice than in control mice up to 7 weeks of age (Fig 2C). The levels of serum albumin and total protein in *Tsc2*^Δ*podocyte*^ mice began to decrease at 5 weeks of age. On the other hand, the levels of BUN and SCr began to increase in *Tsc2*^Δ*podocyte*^ mice (S2 Table). We found increased levels of K, TC, triglyceride and HDL-C in *Tsc2*^Δ*podocyte*^ mice at 7 weeks of age (S2 Table), and also observed massive ascites in *Tsc2*^Δ*podocyte*^ mice. There were few sex differences in the biochemical parameters examined (S2 Table). These findings indicate that specific deletion of *Tsc2* in podocytes led to death from renal dysfunction.

**Fig 2:**
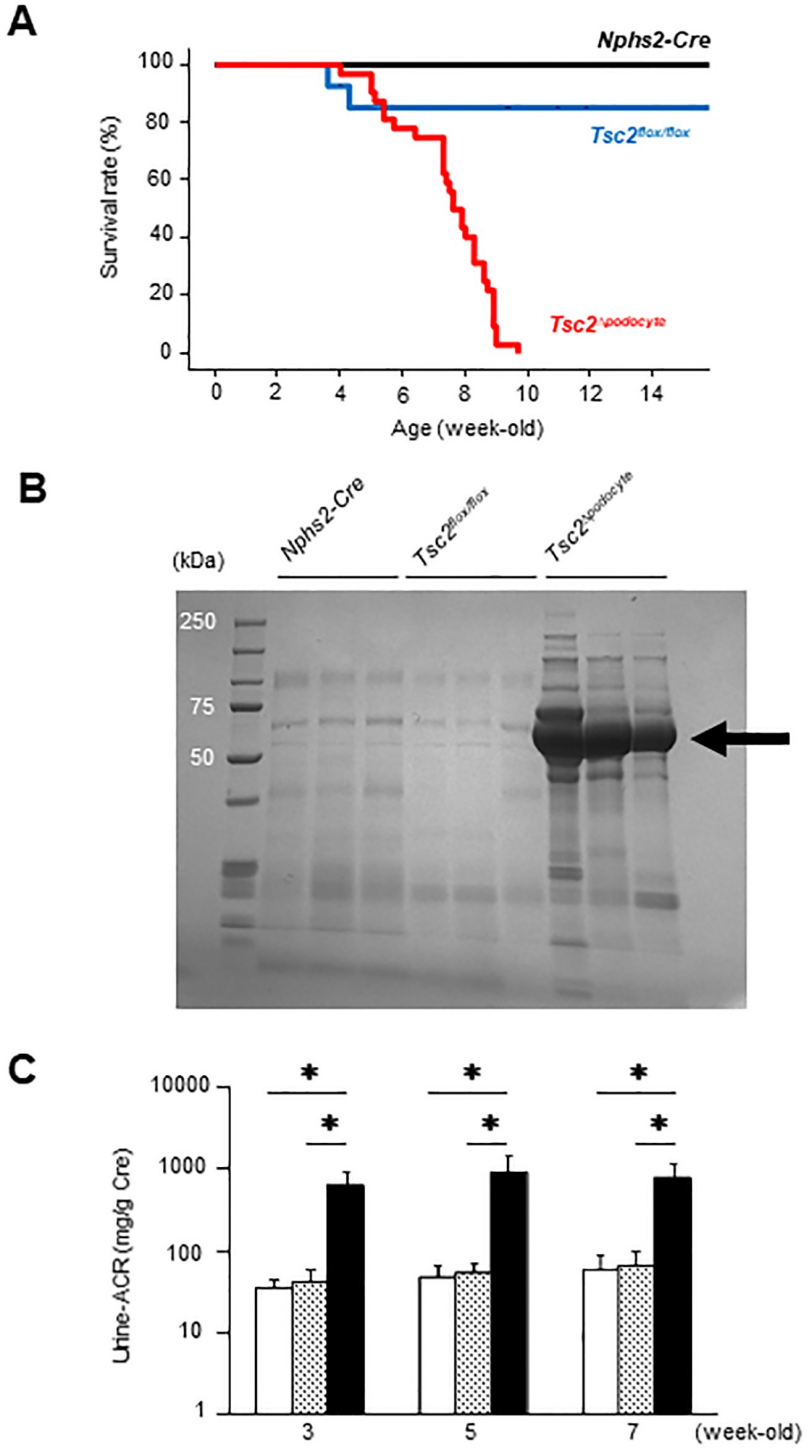
mTORC1 activation in podocytes causes proteinuria and increased mortality. (**A**) Kaplan-Meier survival plots for *Tsc2*^Δ*podocyte*^ and control mice. A significant increase in mortality was found in *Tsc2*^Δ*podocyte*^ compared with control mice. *Nphs2-Cre* (*black line*), *n* = 9; *Tsc2*^*flox/flox*^ (*blue line*), *n* = 10; *Tsc2*^Δ*podocyte*^ (*red line*), *n* = 32. (**B**) At 3 weeks, *Tsc2*^Δ*podocyte*^ became albuminuric. SDS-PAGE gel shows a microliter of urine was loaded for each lane. (**C**) Seven-week follow-up of *Tsc2*^Δ*podocyte*^ for proteinuria (*n* = 10 per group). Results are expressed as means ± s.d. White bar, *Nphs2-Cre*; dotted bar, *Tsc2*^*flox/flox*^; black bar, *Tsc2*^Δ*podocyte*^. Results are expressed as means ± s.d. *P < 0.05 compared with age-matched controls.

We further generated *Tsc2*^Δ*podocyte*^ mice of the C57BL/6 strain and found that these mice showed kidney dysfunction such as proteinuria and hypoalbuminemia and increased levels of TC and HDL-C (S1A–S1D Fig) at 24 weeks of age. However, the levels of BUN and SCr in *Tsc2*^Δ*podocyte*^ mice were comparable to those of the control mice (BUN in *Tsc2*^*flox/flox*^: 43.2 ± 8.8 mg/dL, BUN in *Tsc2*^Δ*podocyte*^: 47 ± 9.6 mg/dL; SCr in *Tsc2*^*flox/flox*^: 0.32 ± 0.14 mg/dL, SCr in *Tsc2*^Δ*podocyte*^: 0.14 ± 0.06 mg/dL). Kaplan-Meier analysis also revealed that these mice showed the same trend as the ICR strain (S1E Fig).

### *Tsc2*^Δ*podocyte*^ showed an increased glomerular size and FSGS

The kidney weight of *Tsc2*^Δ*podocyte*^ mice was comparable with that of control mice at 4 weeks of age (*Tsc2*^Δ*podocyte*^: 0.38 ± 0.08 g, *n* = 16; *Tsc2*^*flox/flox*^: 0.33 ± 0.12 g, *n* = 30; *P* = 0.87), whereas significant differences were observed at 8 weeks of age (*Tsc2*^Δ*podocyte*^: 0.44 ± 0.10 g, *n* = 5; *Tsc2*^*flox/flox*^: 0.64 ± 0.08 g, *n* = 9; *P* < 0.01). Morphologically, podocytes of *Tsc2*^Δ*podocyte*^ mice underwent hypertrophy, and the podocyte foot process was lost at 4 weeks of age (Fig 3A and 3B). However, the thickness of the glomerular basement membrane was almost comparable in *Tsc2*^Δ*podocyte*^ mice and controls at 4 weeks of age (*Tsc2*^Δ*podocyte*^: 0.17 ± 0.05 μm; *Tsc2*^*flox/flox*^: 0.17 ± 0.04 μm; *P* = 0.98). The glomerulosclerosis index was higher in *Tsc2*^Δ*podocyte*^ mice than in control mice at 4 weeks of age and increased with age (S2A Fig). At 6 weeks of age, *Tsc2*^Δ*podocyte*^ mice showed an increased glomerular size, FSGS and proteinaceous casts (Fig 3A and S2B Fig). Interestingly, crescent formation was found in some glomeruli of *Tsc2*^Δ*podocyte*^ mice at 8 weeks of age; most of the crescents were fibrotic (Fig 3A and S2C Fig).

**Fig 3:**
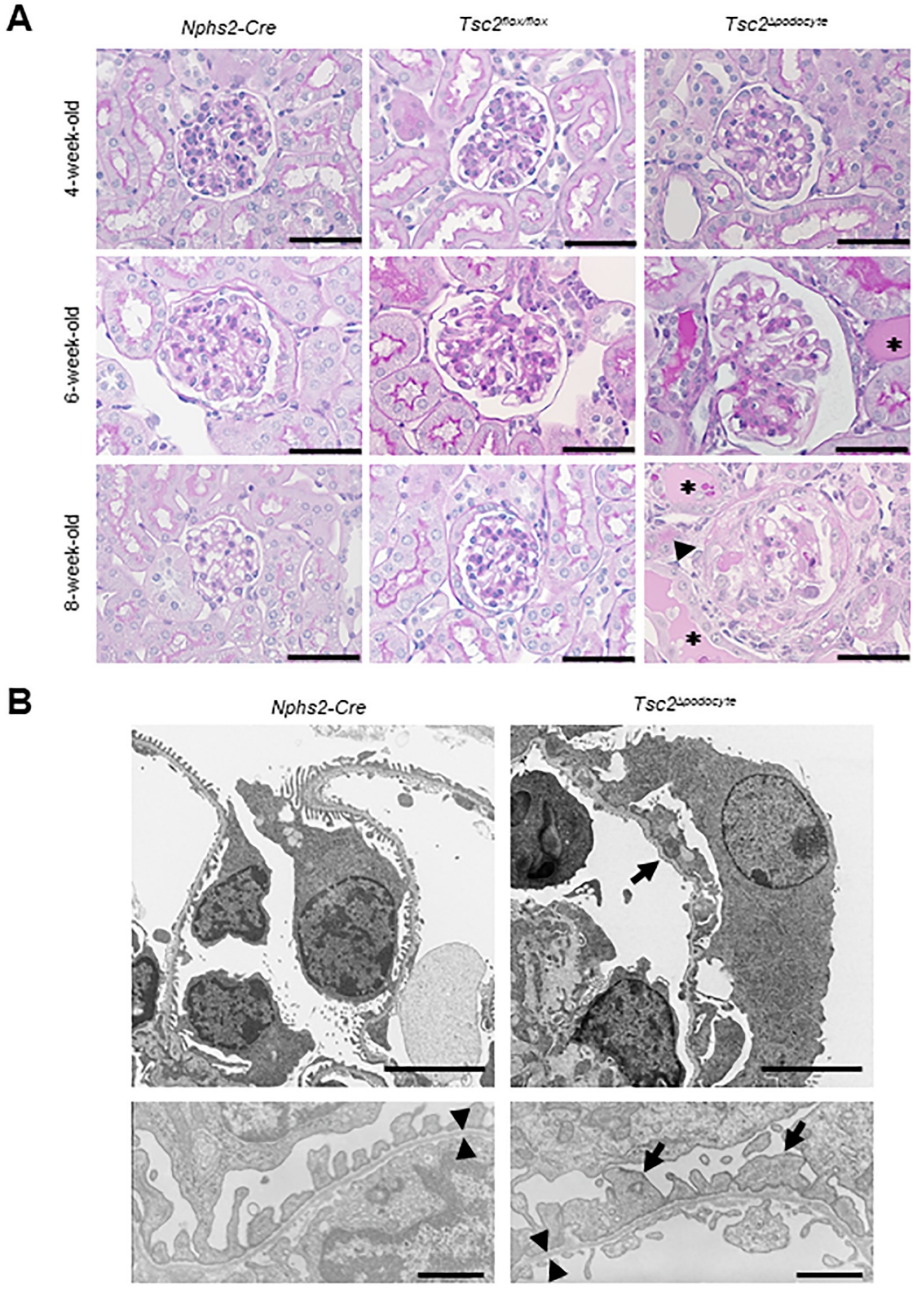
mTORC1 activation in podocytes resulted in progressive glomerulosclerosis. (**A**) *Tsc2*^Δ*podocyte*^ developed progressive glomerulosclerosis between 4 and 8 weeks of age. Renal tissues from *Tsc2*^Δ*podocyte*^ and control mice at 4, 6, and 8 weeks of age were stained with periodic acid-Schiff (PAS). Representative glomeruli from *Tsc2*^Δ*podocyte*^ and control mice are shown. Various degrees of glomerulosclerosis, partial glomerulosclerosis and protein casts in tubules (*asterisks*), and glomerulosclerosis with synechia formation (*arrowhead*) are shown. Scale bar: 50 μm. (**B**) Transmission electron microscopy (TEM) shows partial flattening and disorganization of podocyte foot processes (*arrows*). Scale bar: 5 μm. (**B, bottom**) Glomerular basement membrane thickness in *Tsc2*^Δ*podocyte*^ at 4 weeks of age was comparable with that in age-matched control mice (within *arrowheads*). Scale bar: 1 μm.

We next examined podocyte distribution in glomeruli using the podocyte markers podocin and synaptopodin. At 4 weeks of age, there were no obvious differences in the expression patterns of podocin and synaptopodin in the glomeruli of *Tsc2*^Δ*podocyte*^ and control mice. However, their expressions were lost in some glomeruli of *Tsc2*^Δ*podocyte*^ mice at 6 weeks of age (Fig 4A). We then determined the average number of podocytes per glomerulus by counting WT1-positive podocytes in *Tsc2*^Δ*podocyte*^ mice from 4 to 8 weeks of age. The number of podocytes in *Tsc2*^Δ*podocyte*^ mice at 6 to 8 weeks of age, but not at 4 weeks of age, was significantly decreased compared with control mice (Fig 4B). We further assessed the correlation between the number of WT1-positive podocytes and biochemical parameters and found that the number of WT1-positive podocytes in *Tsc2*^Δ*podocyte*^ mice was negatively correlated with the urinary ACR, BUN, TC and HDL-C and positively associated with serum albumin (S3 Fig). Furthermore, WT1-positive podocytes began to be excreted in the urine of *Tsc2*^Δ*podocyte*^ mice at 5 weeks of age (Fig 4C).

**Fig 4:**
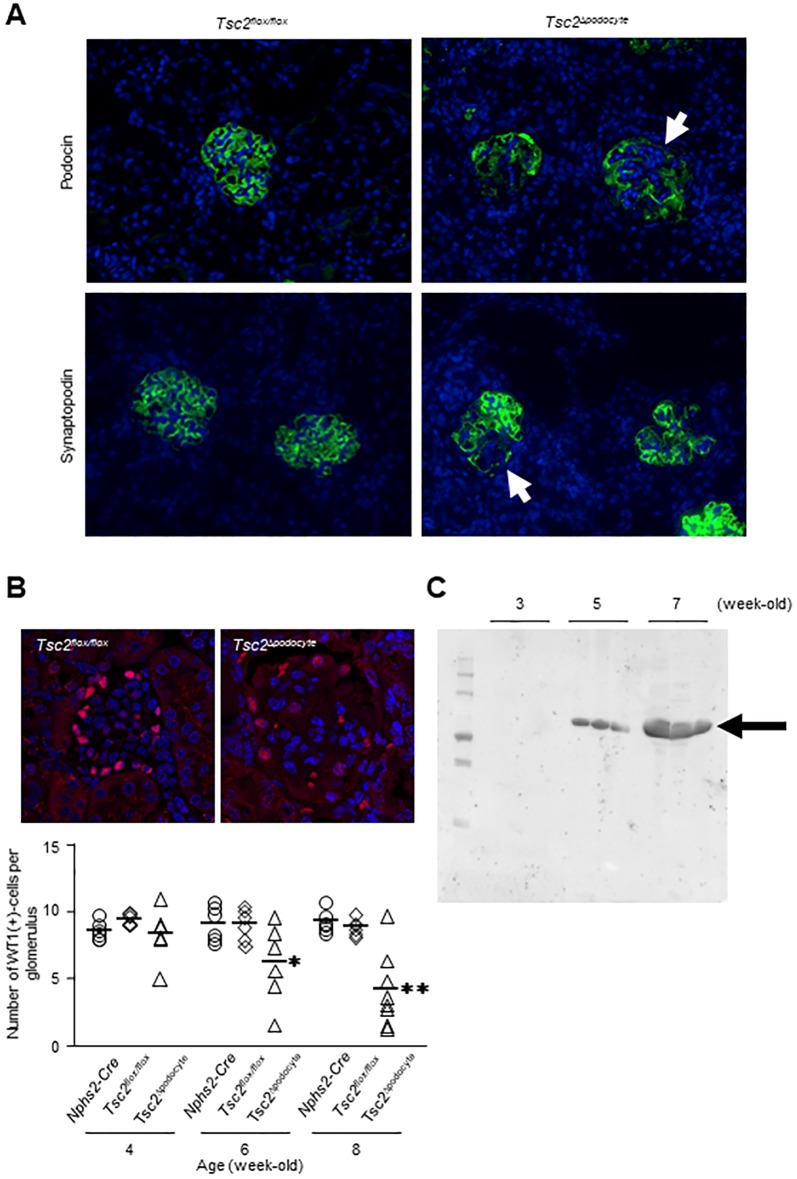
Podocytes in *Tsc2*^Δ*podocyte*^ mice were excreted in urine from glomeruli with progression of renal functional decline. (**A**) Immunofluorescence staining of podocin and synaptopodin showed decreased signal intensity in *Tsc2*^Δ*podocyte*^ mice (*arrows*). (**B, top**) The number of podocytes was decreased in the glomeruli of *Tsc2*^Δ*podocyte*^ mice. Representative images of WT1 positive (red) and Hoechst 33342-positive (blue) podocytes are shown. (**B, bottom**) The graph shows the average number of podocytes per glomerulus in each group. Each dot represents the mean number of WT1-positive cells in about 20 glomeruli from the indicated mouse, and horizontal lines represent the mean number of WT1-positive cells in each group. *Tsc2*^Δ*podocyte*^ mice had fewer WT1-positive podocytes per glomerulus compared with age-matched controls. *P < 0.05, **P < 0.01 compared with age-matched controls. (**C**) Western blot analysis of abundance of WT1 in urine from *Tsc2*^Δ*podocyte*^ mice. Loaded samples contained equal amounts of creatinine. WT1 gives a band at 52 kDa (*arrow*).

### *Tsc2* deficiency reduces autophagic activity in podocytes

To explore the molecular mechanism of podocyte dysfunction in *Tsc2*^Δ*podocyte*^ mice, we conducted microarray analysis using the total RNA of primary podocytes isolated from *Tsc2*^Δ*podocyte*^ and control *Tsc2*^*flox/flox*^ mice. 

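Podocytes were grown out of glomeruli isolated from 4-week-old untreated mice. Total RNA of 4 *Tsc2* Δ*podocyte samples and 4 *Tsc2* flox/flox samples was labelled with Cy3 and hybridised to one-colour Agilent mouse gene expression arrays. *Tsc2*, the deleted gene, was lower on each *Tsc2* Δ*podocyte array than on each *Tsc2* flox/flox array for both of its probes. For the probe of NM_011647, the normalized log2 signal of the *Tsc2* Δ*podocyte samples was 2.07, 1.99, 2.31 and 1.93 (2.07 ± 0.17, SD, n = 4). In the *Tsc2* flox/flox samples it was 3.61, 3.40, 2.95 and 3.71 (3.42 ± 0.34, SD, n = 4; 2-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). The log2 fold change of -1.35 (standard error 0.22, adjusted p = 0.000970 from limma) is 60.7% less signal. For the probe of NM_001286713, the values were -2.38, -2.46, -1.82 and -2.43 against -0.70, -0.92, -1.22 and -0.56, a log2 fold change of -1.43 (standard error 0.25, adjusted p = 0.00176). Whether these probes lie in the deleted part of the gene was not determined here. The samples are not stated to come from separate mice, so the p-values measure only the spread between these samples, which may be technical. All 8 arrays lay on 1 slide, the *Tsc2* Δ*podocyte samples in row 1 and the *Tsc2* flox/flox samples in row 2, so row and genotype cannot be told apart. The 75th percentile of the signal was between 349 and 447 (median 412) on the *Tsc2* Δ*podocyte arrays and between 442 and 468 (median 455) on the *Tsc2* flox/flox arrays. Between 30255 and 32188 spots (median 30987) were well above background on the *Tsc2* Δ*podocyte arrays, and between 28696 and 31652 (median 30525.5) on the *Tsc2* flox/flox arrays. The number of arrays limits the precision of each value. The authors analysed the signals in GeneSpring and called genes at a 1.5-fold difference and a p under 0.05 by the Benjamini-Hochberg procedure. The microarray methods name no test, and the methods' t-test used as an alternative is that of the general statistics section. Here the log2 of the background-subtracted signal minus each array's 75th percentile was compared with limma, for 27579 probes well above background on all 4 arrays of at least 1 group. P-values were adjusted after Benjamini and Hochberg, and probes were called at the paper's thresholds. Members of a gene list are counted as rising or falling at an adjusted p under 0.05, whatever their fold. Where no array of a group measured a probe above background, its fold is given as a bound. The dim group then counts, on each array, with the lowest signal among probes well above background or with the probe's own, whichever is higher. Where only some arrays of a group measured a called probe, their number is given, with no fold where only 1 did.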

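In primary podocytes of *Tsc2* Δ*podocyte mice, the prostaglandin D synthase gene *Ptgds* and 2 glutathione S-transferase genes were among the genes with the largest fitted rises over *Tsc2* flox/flox podocytes, and *Mycn* and *Fgf7* among those with the largest fitted falls. *Ptgds*, a prostaglandin D synthase, was 28.9-fold higher, with a log2 fold change of 4.85 (standard error 0.46, adjusted p = 5.77e-05) from limma. The glutathione S-transferases *Gsta2* and *Gsta3* were 21.4-fold and 17.6-fold higher (adjusted p = 0.000179 and 0.000121). *Saa3*, an acute-phase serum amyloid A, was higher (adjusted p = 0.000185), with 1 of the 4 *Tsc2* flox/flox arrays above background. *Xdh*, the xanthine dehydrogenase of purine breakdown, rose by 4.40 on the log2 scale (adjusted p = 8.24e-05), with 3 *Tsc2* flox/flox arrays above background. The chitinase-like *Chil1* was higher too (adjusted p = 0.00472), with 1 *Tsc2* flox/flox array above background. The trypsins *Try5* and *Try4* were at least 10.1-fold and at least 5.91-fold higher (adjusted p = 2.44e-05 and 3.44e-05). *Tchhl1* was at least 11.2-fold higher and *Mlana*, a gene of pigment cells, at least 7.47-fold (adjusted p = 9.55e-05 and 1.01e-05). Among the falls, *Aldh1a3*, which makes retinoic acid from retinaldehyde, had a log2 fold change of -3.10 (standard error 0.46, adjusted p = 0.000585). The transcription factor *Mycn* had one of -2.83 (standard error 0.38, adjusted p = 0.000365), and the fibroblast growth factor *Fgf7* one of -2.80 (standard error 0.45, adjusted p = 0.000982). The aldo-keto reductase *Akr1c19* was at -3.47 (adjusted p = 0.00333), the matrix protein *Smoc2* at -3.03 (adjusted p = 0.00302) and *Fam189a1* at -2.84 (adjusted p = 9.55e-05). *Cbln1* was lower (adjusted p = 0.00125), with 1 *Tsc2* Δ*podocyte array above background, and *Cxxc4* at -2.94 (adjusted p = 0.000396), with 3. *Klhl14* was at least 5.02-fold lower (adjusted p = 0.000337), and *C4bp*, measured on 3 *Tsc2* flox/flox arrays, at least 2.18-fold lower (adjusted p = 0.00415). These 20 genes were chosen by the fitted change among those whose 4 values in 1 group all lay outside the range of the other's 4. For genes given as a bound or with 1 array above background in a group, that rank is not established. In all, 2728 probes were called, belonging to 1595 genes and to 807 probes matched to no gene. Of the genes, 978 were higher and 619 lower, 2 of them both, on different probes. Without the fold threshold 4968 probes passed, and 9059 had an unadjusted p under 0.05. The methods' t-test with Benjamini-Hochberg adjustment called 1011 genes and no longer *Akr1c19*. After normexp background correction, *C4bp* was no longer called.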

We found that 858 genes were differentially expressed between these groups (fold-change difference ≥ |1.5|, *P* < 0.05, S4A Fig). IPA analysis of the differentially expressed genes showed significant enrichment for pathways involved in glycolysis I, gluconeogenesis I, NRF2 (nuclear factor, erythroid derived 2, like 2)-mediated oxidative stress response, glutathione-mediated detoxification, SPINK1 general cancer pathway, and MIF regulation of innate immunity (S4B Fig). In addition, the network analysis in IPA mapped the significant genes to network in mTOR signalling activating pathway, in which an inhibition of autophagy regulation is predicted (S4C Fig). 

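Most listed genes of glycolysis and gluconeogenesis, lists that share enzymes, were higher in *Tsc2* Δ*podocyte podocytes. So were 12 of 29 genes of glutathione detoxification. Of 16 genes of glycolysis, 12 rose, 0 fell and 4 did not pass (14 rose when adjusted over the list alone). The glycolysis list (median log2 fold change 0.74) gave adjusted p = 2.5e-11 in camera, and adjusted p = 0.181 with an estimated correlation. *Eno2*, an enolase, had a log2 fold change of 2.96 (standard error 0.36, adjusted p = 0.000190) from limma, and the phosphofructokinase *Pfkl* one of 1.42 (adjusted p = 0.000294). Triosephosphate isomerase, *Tpi1*, was at 1.19 (adjusted p = 0.000226) and the pyruvate kinase *Pkm* at 0.94 (adjusted p = 0.000178). Of 15 genes of gluconeogenesis, 10 rose, 0 fell and 5 did not pass (11 rose when adjusted over the list alone). The gluconeogenesis list (median log2 fold change 0.52) gave adjusted p = 5.92e-08 in camera, and adjusted p = 0.189 with an estimated correlation. Its members with the smallest p are enzymes shared with glycolysis: *Eno2*, *Gpi1* at 0.74 (adjusted p = 0.000305), *Aldoa* at 0.73 (adjusted p = 0.000367) and *Pgam1* at 0.75 (adjusted p = 0.000799). Of its members outside glycolysis with several probes, *Pck2* (0.12 to 0.16), *G6pc3* (-0.0009 to 0.14) and *Mdh1* (0.19 to 0.22) had none that passed. *Me1* passed, at 0.71 to 0.80. The list therefore does not show a rise of gluconeogenesis apart from that of glycolysis. Of 29 genes of glutathione detoxification, 12 rose, 0 fell and 17 did not pass (15 rose when adjusted over the list alone). The glutathione list (median log2 fold change 0.46) gave adjusted p = 3.56e-06 in camera, and adjusted p = 0.181 with an estimated correlation. The microsomal transferase *Mgst1* had a log2 fold change of 2.01 (standard error 0.28, adjusted p = 0.000465), and *Gstp1* one of 0.56 (adjusted p = 0.000442). Of 19 targets of the hypoxia factor HIF1 outside glycolysis, 13 rose, 0 fell and 6 did not pass (14 rose when adjusted over the list alone). The HIF1 list (median log2 fold change 1.01) gave adjusted p = 3.94e-10 in camera, and adjusted p = 0.181 with an estimated correlation. The pyruvate dehydrogenase kinase *Pdk1* was at 2.88 (adjusted p = 9.18e-05) and the glucose transporter *Slc2a3* at 1.14 (adjusted p = 9.18e-05). Of 11 metallothioneins and genes of the SPINK1 pathway, 4 rose, 1 fell and 6 did not pass (4 rose and 1 fell when adjusted over the list alone). That list gave adjusted p = 0.0505 in camera. Its p falls under 0.05 after normexp background correction, with no filter or a stricter one on dim probes, with a trended prior and without some of the arrays. The metal-binding *Mt1* was at 1.05 (adjusted p = 8.24e-05), *Mt2* at 0.89 (adjusted p = 0.00143), the interleukin-6 receptor *Il6ra* at 1.03 (adjusted p = 0.00516) and the growth factor receptor *Egfr* at -0.76 (adjusted p = 0.00181). *Spink1* itself was not above background often enough to be tested. Of 17 genes of MIF and innate immunity, 5 rose, 1 fell and 11 did not pass (6 rose and 1 fell when adjusted over the list alone). The MIF list gave adjusted p = 0.156 in camera. With all probes kept, the MIF list passes. The cytokine *Mif* had a log2 fold change of 0.95 (standard error 0.13, adjusted p = 0.000441), and *Cd14*, a co-receptor for lipopolysaccharide, one of 0.60 (adjusted p = 0.0160). Markers of other glomerular cells moved on the same arrays. Of 14 markers of parietal epithelial cells, 0 rose, 4 fell and 10 did not pass (4 fell when adjusted over the list alone). The parietal list (median log2 fold change -0.69) gave adjusted p = 0.000453 in camera, and adjusted p = 0.288 with an estimated correlation. *Pax8* was at -1.47 (adjusted p = 0.000523) and *Cdh6* at -1.64 (adjusted p = 0.00146). Of 18 markers of mesangial and smooth muscle cells, 5 rose, 0 fell and 13 did not pass (6 rose and 2 fell when adjusted over the list alone). The mesangial list (median log2 fold change 0.63) gave adjusted p = 0.00951 in camera, and adjusted p = 0.317 with an estimated correlation. Desmin, *Des*, was at 1.76 (adjusted p = 0.000539). Counts of list members that rose or fell take the adjusted p alone, so that some, such as *Gstp1*, lie under the 1.5-fold threshold. The lists were fixed from textbook knowledge and are not IPA's own. camera tests whether a list moves against all other genes, with a preset correlation of 0.01 between its genes. Of 35 lists, 19 changed, 16 upward and 3 downward, and 1 did with a correlation estimated from the arrays. Other splits of the same untreated arrays, tried after the result was seen, changed a median of 10 lists and at most 19. Of 35 splits, 3 were as large, so chance is not excluded for this count.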

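The autophagy receptor p62 (*Sqstm1*) and 21 of 40 genes of the lysosome were higher in *Tsc2* Δ*podocyte podocytes. Most genes of mTORC1 and of the start of autophagy did not pass the test. *Sqstm1* was 2.16-fold higher, at a normalized log2 signal of 7.45 ± 0.10 (SD, n = 4) against 6.34 ± 0.21 (SD, n = 4). Its log2 fold change was 1.11 (standard error 0.16, adjusted p = 0.000447) from limma, and its other probe was 2.42-fold higher (adjusted p = 0.000989). Of 32 genes of the TSC complex and mTORC1, 6 rose, 3 fell and 23 did not pass (10 rose and 3 fell when adjusted over the list alone). The falls include *Tsc2* itself, the deleted gene. The TSC and mTORC1 list gave adjusted p = 0.156 in camera. The RHEB-like GTPase *Rhebl1* was at -0.85 (adjusted p = 0.000520), the Rag GTPase *Rragd* at 1.88 (adjusted p = 0.000556) and *Castor2*, of the arginine sensors, at 0.71 (adjusted p = 0.00146). *Mtor* itself was at 0.14 (adjusted p = 0.450), *Rptor* at -0.19 (adjusted p = 0.168), *Tsc1* at 0.04 (adjusted p = 0.847) and *Eif4ebp1* at 0.25 (adjusted p = 0.0577). *Rps6kb1*, the S6 kinase, was at -0.06 (adjusted p = 0.657) on its brighter probe and at -0.45 (adjusted p = 0.0258) on the other. Of 19 genes of the ULK1 and PI3K complexes that start autophagy, 0 rose, 1 fell and 18 did not pass (0 rose and 0 fell when adjusted over the list alone). This list of autophagy initiation gave adjusted p = 0.332 in camera. The gene that fell, by less than the 1.5-fold threshold, is *Atg101*, a subunit of the ULK1 complex, with a log2 fold change of -0.24 (standard error 0.08, adjusted p = 0.0406). Its p lies above 0.05 without any 1 of 6 of the 8 arrays. The same holds with all probes kept, with the deposited values and within the 8 arrays alone. It holds too in the methods' t-test with adjustment and with the replicate number as a block. FIP200 (*Rb1cc1*) has 6 probes, of which the brightest was at -0.21 (standard error 0.10, adjusted p = 0.156). Of the other 5, 2 passed, at -0.49 (adjusted p = 0.00208) and -0.41 (adjusted p = 0.0229). *Ulk1* was at 0.02 (adjusted p = 0.955), *Map1lc3b* at 0.38 (adjusted p = 0.0700), *Map1lc3a* at -0.17 (adjusted p = 0.449) and *Atg5* at 0.15 (adjusted p = 0.279). Of 25 genes of LC3 conjugation and autophagy receptors, 7 rose, 0 fell and 18 did not pass (11 rose and 1 fell when adjusted over the list alone). The conjugation list (median log2 fold change 0.16) gave adjusted p = 0.00649 in camera, and adjusted p = 0.525 with an estimated correlation. The mitophagy receptor *Bnip3* was at 2.41 (adjusted p = 0.000479) and *Gabarapl1* at 0.41 (adjusted p = 0.0108). *Sqstm1* stands in this list and in that of the NRF2 targets, so its rise counts in both. The arrays measure mRNA, so whether the *Sqstm1* rise precedes or follows NRF2 activity was not tested, nor was the degradation of p62. Of 40 genes of the lysosome, 21 rose, 0 fell and 19 did not pass (28 rose when adjusted over the list alone). The lysosome list (median log2 fold change 0.52) gave adjusted p = 7.06e-12 in camera, and adjusted p = 0.189 with an estimated correlation. Cathepsin B, *Ctsb*, had a log2 fold change of 1.06 (standard error 0.12, adjusted p = 0.000105), the neuraminidase *Neu1* one of 0.99 (adjusted p = 0.000479) and the saposin precursor *Psap* one of 0.85 (adjusted p = 0.000653). Of 29 genes of cholesterol and fatty acid synthesis, targets of the SREBP factors, 15 rose, 0 fell and 14 did not pass (18 rose when adjusted over the list alone). The SREBP list (median log2 fold change 0.43) gave adjusted p = 1.16e-08 in camera, and adjusted p = 0.260 with an estimated correlation. *Insig1*, a sterol-regulated brake on SREBP, was at 1.12 (adjusted p = 0.00143). Macrophages are cells rich in lysosomes. Of 19 macrophage and leukocyte markers, 2 rose, 0 fell and 17 did not pass (2 rose when adjusted over the list alone). The macrophage list (median log2 fold change 0.76) gave adjusted p = 0.00865 in camera, and adjusted p = 0.543 with an estimated correlation. It does not pass without *Tsc2* Δ*podocyte replicate 4 or *Tsc2* flox/flox replicate 2. *Cd68* was at 1.03 (adjusted p = 0.0190), a p that rises above 0.05 in the methods' t-test with adjustment.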

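Of 38 targets of NRF2, 27 rose in *Tsc2* Δ*podocyte podocytes, 0 fell and 11 did not pass the test (29 rose when adjusted over the list alone), with a median log2 fold change of 0.76. *Srxn1*, which repairs oxidised peroxiredoxins, had a log2 fold change of 2.28 (standard error 0.20, adjusted p = 3.3e-05) from limma, and the haem oxygenase *Hmox1* one of 1.86 (standard error 0.20, adjusted p = 9.18e-05). The biliverdin reductase *Blvrb* was at 1.74 (adjusted p = 9.93e-05) and catalase, *Cat*, at 1.06 (adjusted p = 9.55e-05). The NRF2 list gave adjusted p = 5.2e-19 in camera, and adjusted p = 0.0213 with an estimated correlation. Called genes were more frequent among the targets than among all tested genes (Fisher's exact test, adjusted p = 4.57e-15). *Nfe2l2*, the gene of NRF2, had a log2 fold change of 0.33 (standard error 0.10, adjusted p = 0.0397), and an exact permutation test of its values gave p = 0.0571. Its adjusted p rises above 0.05 after quantile normalization, with all probes kept, within the 8 arrays alone and in the methods' t-test with adjustment. *Keap1*, which marks NRF2 for degradation, was at 0.12 (adjusted p = 0.316). Of 7 genes of the pentose phosphate pathway, a source of NADPH, 4 rose, 0 fell and 3 did not pass (4 rose when adjusted over the list alone). The pentose phosphate list (median log2 fold change 0.47) gave adjusted p = 0.00544 in camera, and adjusted p = 0.181 with an estimated correlation. Each of the 4 that rose is an NRF2 target too: *G6pdx* at 1.05 (adjusted p = 0.000634), *Pgd* at 0.85 (adjusted p = 0.000179), *Taldo1* at 0.69 (adjusted p = 0.000982) and *Tkt*, under the 1.5-fold threshold, at 0.47 (adjusted p = 0.00415). Of 28 targets of ATF4, the factor of the amino acid response, 11 rose, 2 fell and 15 did not pass (11 rose and 2 fell when adjusted over the list alone). The ATF4 list (median log2 fold change 0.16) gave adjusted p = 0.00549 in camera, and adjusted p = 0.261 with an estimated correlation. *Slc7a11*, the cystine transporter, stands in both the ATF4 and the NRF2 list and was at 2.61 (adjusted p = 0.000524). *Sqstm1* stands in both the NRF2 list and that of LC3 conjugation and autophagy receptors.

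**Figure D1:**
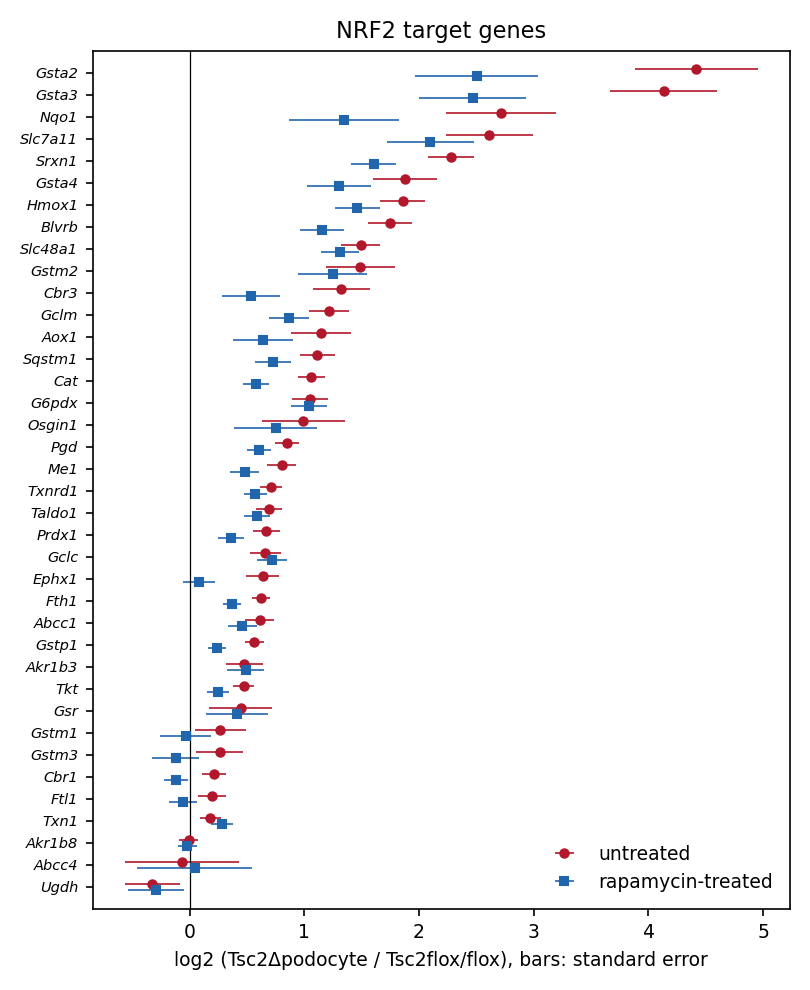
Log2 fold changes of the 38 measured NRF2 target genes between *Tsc2* Δ*podocyte and *Tsc2* flox/flox podocytes (horizontal axis), without treatment (circles) and after rapamycin (squares), with standard errors as bars (n = 4 arrays per group). Untreated values lie mostly to the right of 0.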

Taken together, we hypothesized that *Nrf2* may be activated in the podocytes of *Tsc2*^Δ*podocyte*^ mice. NRF2 is a transcription factor that translocates to the nucleus in response to oxidative stress to activate the transcription of various detoxifying enzymes [24]. Moreover, the *Nrf2/Keap1* ubiquitination and degradation system is associated with the phosphorylation of p62, which is an autophagy-related molecule that is also modulated by mTORC1 activity [25]. Accordingly, we speculate that mTORC1 inhibits autophagic degradation and increase the intracellular level of p62, leading to noncanonical activation of *Nrf2* in the podocytes of *Tsc2*^Δ*podocyte*^ mice. The level of p62 was substantially increased in the podocytes of *Tsc2*^Δ*podocyte*^ mice compared with control mice (Fig 5A). Decreased formation of LC3 type II, an autophagy-related protein, was also observed in the podocytes of *Tsc2*^Δ*podocyte*^ mice, concomitant with the increased phosphorylation of ULK1 at Ser757 and 4EBP1 at Ser65 (Fig 5A). In addition, *FIP200* and *ATG101* genes, which are involved in the initiation of autophagy, were significantly decreased in the podocytes of *Tsc2*^Δ*podocyte*^ mice compared with control mice (Fig 5B). Finally, we crossed *Tsc2*^Δ*podocyte*^ mice with GFP-LC3 transgenic mice (GFP-LC3 Tg) to evaluate autophagic activity *in vivo*. The number of GFP-LC3 puncta was significantly decreased in *Tsc2*^Δ*podocyte*^ mice at 4 weeks of age compared with age-matched control mice (Fig 5C).

**Fig 5:**
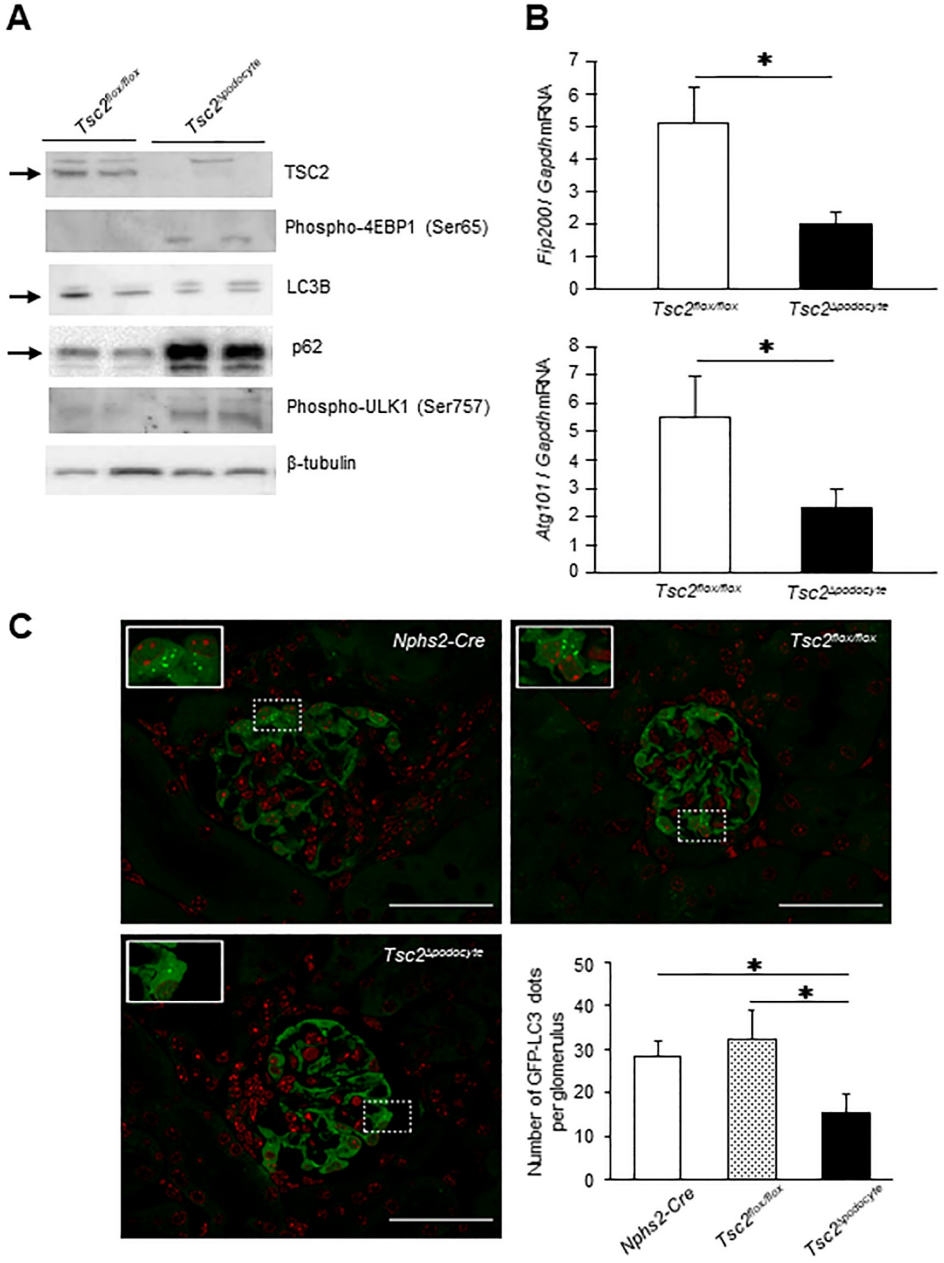
mTORC1 hyperactivation led to a decreased autophagic activity in the podocytes. (**A**) Primary cultured podocytes were isolated from *Tsc2*^Δ*podocyte*^ and wild-type controls, followed by western blot analyses of TSC2, phospho-4EBP1, LC3B type II, p62, phospho-ULK1, and β-tubulin. *Arrows* indicate specific bands corresponding to each indicated protein. (**B**) *FIP200* and *ATG101* mRNA expressions were decreased in the primary cultured podocytes from *Tsc2*^Δ*podocyte*^. (**C**) Representative fluorescence images of glomeruli of *Nphs2-Cre*- (**top, left**), *Tsc2*^*flox/flox*^- (**top, right**) and *Tsc2*^Δ*podocyte*^-GFP-LC3 transgenic mice (**bottom, left**) at 4 weeks of age. The white box indicates the location of the magnified figure. Scale bar: 50 μm. (**bottom, right**) Quantitative analysis of autophagic activity *in vivo*. Graph bars show the number of GFP-LC3 dots per glomerulus from the indicated mice (*n* = 3 per group). The number of GFP-LC3 dots per glomerulus was counted in 20 independent visual fields from the indicated mice. Results are expressed as means ± s.d. *P < 0.05 compared with age-matched controls.

### Rapamycin treatment extends survival in *Tsc2*^Δ*podocyte*^ mice

Next, we evaluated the effects of rapamycin in *Tsc2*^Δ*podocyte*^ mice. Rapamycin, an inhibitor of mTORC1, was administered via intraperitoneal injection. Rapamycin impaired proteinuria and extended the survival of *Tsc2*^Δ*podocyte*^ mice, although *Tsc2*^Δ*podocyte*^ mice exhibited renal dysfunction and died by 10 weeks after birth without rapamycin treatment, as revealed above (Fig 6A and 6B). Albuminuria vanished 1 week after rapamycin treatment (Fig 6C). *Tsc2*^Δ*podocyte*^ mice exhibited significantly higher levels of BUN and SCr. However, rapamycin treatment decreased these levels to those comparable to the control (S3 Table). Morphologically, rapamycin treatment restored podocyte hypertrophy, foot process effacement, FSGS and proteinaceous casts (Fig 6D). We next conducted microarray analysis using the total RNA of primary podocytes isolated from rapamycin-treated *Tsc2*^Δ*podocyte*^ mice. 

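For the rapamycin experiment, 4 samples of podocytes from *Tsc2* Δ*podocyte mice and 4 from *Tsc2* flox/flox mice were hybridised to the same kind of array. These mice were 5 weeks old and had received rapamycin, the mTORC1 inhibitor, at 2 mg/kg for 1 week. The interval between injections differs between the methods and the legend of Fig 6. *Tsc2* was lower in treated *Tsc2* Δ*podocyte than in treated *Tsc2* flox/flox podocytes on each of 4 arrays against 4 for the probe of NM_001286713, at -2.47, -1.86, -2.68 and -2.44 against -0.49, -0.87, -1.60 and -1.42. Its log2 fold change was -1.27 (adjusted p = 0.00794 from limma). For the probe of NM_011647, the values were 2.07, 2.73, 2.05 and 2.09 against 3.65, 3.47, 2.83 and 2.93, a log2 fold change of -0.99 (adjusted p = 0.0124). In the methods' t-test with Benjamini-Hochberg adjustment, neither probe passed. The 8 arrays filled a slide of their own, so between treated and untreated samples the slide, the age and rapamycin cannot be told apart. Both genotypes of a treatment shared a slide. The *Tsc2* Δ*podocyte samples lay in row 1 and the *Tsc2* flox/flox samples in row 2 here too, so a difference between rows would recur after rapamycin. The 75th percentile of the signal was between 399 and 433 (median 405) on the arrays of treated *Tsc2* Δ*podocyte podocytes and between 380 and 456 (median 397) on those of treated *Tsc2* flox/flox podocytes. Spots well above background numbered between 30379 and 32918 (median 31153.5) and between 30241 and 32505 (median 30624.5). Scaling, filter, fit and thresholds were those of the untreated arrays. The paper's text does not say against which group the treated *Tsc2* Δ*podocyte podocytes were set, and the legend of S5 Fig names untreated *Tsc2* Δ*podocyte and *Tsc2* flox/flox mice. Here they were set against treated *Tsc2* flox/flox podocytes on the same slide and, separately, against untreated *Tsc2* flox/flox podocytes. The genotype difference without rapamycin was tested against that with rapamycin as an interaction over all 16 arrays.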

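With rapamycin, most of the called genotype differences kept their direction, and most of the 20 genes with the largest fitted changes stayed past the thresholds. Of the 1595 genes called without treatment, 636 were called between treated *Tsc2* Δ*podocyte and treated *Tsc2* flox/flox podocytes and 959 (60.1%) were not. Against untreated *Tsc2* flox/flox podocytes, 870 were called and 725 (45.5%) were not. *Ptgds* had a log2 fold change of 5.36 (standard error 0.46, adjusted p = 0.000143) between the treated genotypes. *Saa3* was at least 43.1-fold higher (adjusted p = 0.000689), *Try5* at least 6.48-fold (adjusted p = 0.000380) and *Mlana* at least 4.77-fold (adjusted p = 0.000228). The protease inhibitors *Slpi*, at 3.55 (standard error 0.63, adjusted p = 0.00539), and *Serpina3n*, at least 3.39-fold (adjusted p = 0.00231), rose too. Among the falls, *Smoc2* had a log2 fold change of -3.23 (standard error 0.58, adjusted p = 0.00544) and *Fam189a1* one of -2.45 (adjusted p = 0.000838). *Klhl14* was at least 5.26-fold lower (adjusted p = 0.000692), and the neuropeptide Y receptor *Npy2r*, measured on 3 treated *Tsc2* flox/flox arrays, at least 3.36-fold lower (adjusted p = 0.00272). Of the 20 genes with the largest fitted untreated changes, 18 were called again. The other 2, *Akr1c19* and *Chil1*, did not pass (adjusted p = 0.849 and 0.0606). Of the 38 NRF2 targets, 20 rose, 0 fell and 18 did not pass (27 rose when adjusted over the list alone). The NRF2 list (median log2 fold change 0.57) gave adjusted p = 9.61e-13 in camera, and adjusted p = 0.102 with an estimated correlation. *Srxn1* was at 1.60 (adjusted p = 0.000765) and *Hmox1* at 1.46 (adjusted p = 0.00130). Of the 16 glycolysis genes, 9 rose, 0 fell and 7 did not pass (12 rose when adjusted over the list alone). The list (median log2 fold change 0.41) gave adjusted p = 4.56e-07 in camera, and adjusted p = 0.354 with an estimated correlation. Of the 29 SREBP targets, 19 rose, 0 fell and 10 did not pass (24 rose when adjusted over the list alone). That list (median log2 fold change 0.54) gave adjusted p = 1.15e-14 in camera, and adjusted p = 0.238 with an estimated correlation. Of the 40 lysosome genes, 6 rose, 0 fell and 34 did not pass (12 rose when adjusted over the list alone). The lysosome list (median log2 fold change 0.29) gave adjusted p = 2.05e-05 in camera, and adjusted p = 0.557 with an estimated correlation. *Sqstm1* had a log2 fold change of 0.72 (standard error 0.16, adjusted p = 0.0119), a p that rises above 0.05 after normexp background correction, within the 8 arrays alone and in the methods' t-test with adjustment. Of the 14 parietal markers, 0 rose, 3 fell and 11 did not pass (4 fell when adjusted over the list alone). The parietal list gave adjusted p = 0.00312 in camera, and adjusted p = 0.557 with an estimated correlation. Of the 2728 probes called without treatment, 2640 (96.8%) had a treated difference of the same direction, 1933 of them at an unadjusted p under 0.05. The median ratio of the treated to the untreated difference was 0.644 over these probes, which were chosen by the untreated comparison. Over 2816 probes chosen on both comparisons together it was 0.802 (quartiles 0.612 and 1.08). Of the 1744 probes no longer called, 1317 came under the fold threshold and 427 kept the fold. A test of the interaction itself called 1 probe, of the transcript AK148502 without a gene symbol, at -1.35 on the log2 scale (adjusted p = 0.0463 from limma), with 3 untreated *Tsc2* flox/flox arrays above background. It called 36 after normexp, and 0 after quantile normalization, with no filter or a stricter one, with the deposited values, with a trended prior and with the replicate block. It called 0 without any 1 of 12 of the 16 arrays and 3 without *Tsc2* Δ*podocyte replicate 1. Without adjustment 2030 probes had an interaction p under 0.05. The interaction of the NRF2 list had a median of -0.31 (adjusted p = 1.56e-07 in camera, and adjusted p = 0.401 with an estimated correlation), and that of the glycolysis list one of -0.29 (adjusted p = 1.61e-05 in camera, and adjusted p = 0.401 with an estimated correlation). Between the treated genotypes 1459 probes of 913 genes were called, 491 genes higher and 422 lower. There were 434 probes under the methods' t-test with adjustment, 773 after normexp, 906 with all probes kept, 847 without treated *Tsc2* flox/flox replicate 3 and 945 without treated *Tsc2* Δ*podocyte replicate 1.

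**Figure D2:**
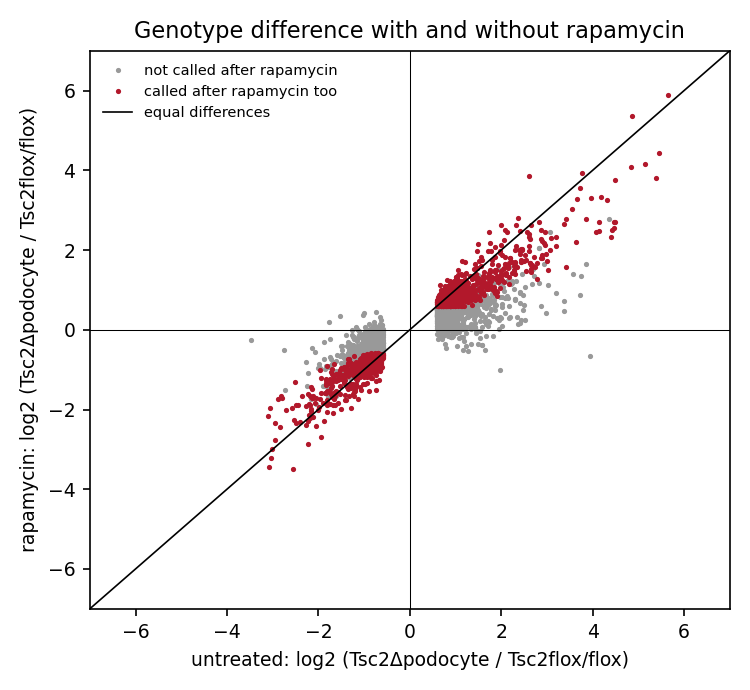
Log2 fold change between *Tsc2* Δ*podocyte and *Tsc2* flox/flox podocytes without treatment (horizontal axis) and after rapamycin (vertical axis) for the 2728 probes called without treatment. Each point is a probe, red where it was called after rapamycin too, and the diagonal marks equal differences.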

We found expression of 858 genes were significantly differed in *Tsc2*^Δ*podocyte*^ mice compared with control, and also found that expression of 810 genes out of the 858 genes was normalized in rapamycin-treated *Tsc2*^Δ*podocyte*^ mice (S5A Fig). Furthermore, the levels of intracellular p62 and LC3 type II in podocytes isolated from rapamycin-treated *Tsc2*^Δ*podocyte*^ mice were comparable to those from control mice (S5B Fig). There were no apparent differences in the number of GFP-LC3 puncta between these groups, implying that *in vivo* autophagic activity was also restored in the podocytes of rapamycin-treated *Tsc2*^Δ*podocyte*^ mice (Fig 6D and S5C Fig).

**Fig 6:**
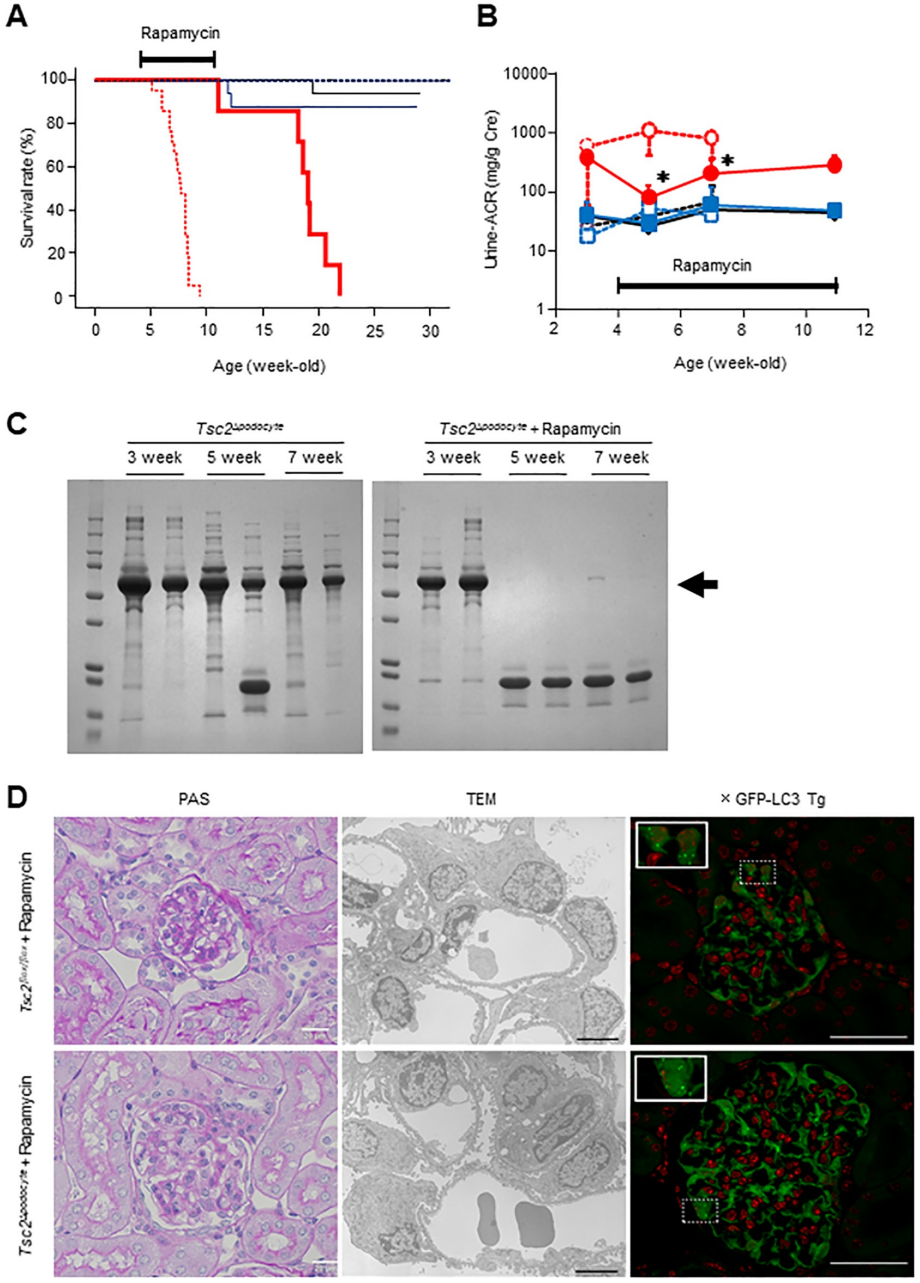
Rapamycin prevented death from renal dysfunction in *Tsc2*^Δ*podocyte*^. (**A**) *Tsc2*^Δ*podocyte*^ mice treated with rapamycin had improved survival compared to vehicle-treated *Tsc2*^Δ*podocyte*^ mice. From 4 to 11 weeks of age, rapamycin was injected intraperitoneally (2 mg/kg body weight) twice a day (*bold vertical line*). *Nphs2-Cre* with rapamycin treatment (*black line*), *n* = 17; *Tsc2*^*flox/flox*^ with rapamycin treatment (*blue line*), *n* = 16; *Tsc2*^Δ*podocyte*^ with rapamycin treatment (*red line*), *n* = 8; vehicle-treated *Nphs2-Cre* (*dashed black line*), *n* = 7; vehicle-treated *Tsc2*^*flox/flox*^ (*dashed blue line*), *n* = 9; vehicle-treated *Tsc2*^Δ*podocyte*^ (*dashed red line*), *n* = 26. (**B**) Eight-week follow-up of rapamycin-treated *Tsc2*^Δ*podocyte*^ for proteinuria (*n* = 6 per group). *P < 0.05 compared with age-matched vehicle-treated *Tsc2*^Δ*podocyte*^. (**C**) Urine collected from vehicle-treated and rapamycin-treated *Tsc2*^Δ*podocyte*^ at 3, 5, and 7 weeks of age was subjected to SDS-PAGE. *Arrow* indicates the bands corresponding to albumin. (**D, left**) Renal tissues from *Tsc2*^Δ*podocyte*^ and control mice with rapamycin treatment for 7 weeks were stained with PAS. Rapamycin treatment decreased the large amounts of PAS-positive materials present in the mesangial area of *Tsc2*^Δ*podocyte*^. Scale bar: 20 μm. (**D, center**) TEM analysis of rapamycin-treated *Tsc2*^*flox/flox*^ and *Tsc2*^Δ*podocyte*^. Rapamycin treatment restored podocyte hypertrophy and foot process effacement in *Tsc2*^Δ*podocyte*^ at 11 weeks of age. Scale bar: 4 μm. (**D, right**) Representative fluorescence images of glomerulus in *Tsc2*^*flox/flox*^ and *Tsc2*^Δ*podocyte*^ mice mated with GFP-LC3 transgenic mice 1 week after rapamycin treatment are shown. The white box indicates the location of the magnified figure. Scale bar: 50 μm.

### mTORC1 is activated in podocytes in patients with CKD

To explore whether mTORC1 activity is associated with obesity-related renal functional decline, we examined mTORC1 activation in *vivo*. First, we examined mTORC1 activation in kidney of *db/db* mice, used as an obese model of genetic diabetes, at 24 weeks of age. The *db/db* mice showed a significantly higher urinary ACR compared with age-matched *db/m* mice (*db/db*: 574 ± 175 mg g^-1^ creatinine; *db/m*: 22 ± 3 mg g^-1^ creatinine; *n* = 5/group; *P* < 0.01) and featured glomerulosclerosis at 24 weeks of age (Fig 7A). We found that phosphorylation of p70 S6 kinase, a direct phosphorylation target of mTORC1, was enhanced in primary cultured podocytes isolated from *db/db* mice (Fig 7B). We further examined mTORC1 activation in renal biopsy specimens from obese patients with CKD. The obese patients with CKD were normoglycemic, similar to normal controls (S4 Table). Biopsy specimens from obese patients with CKD showed glomerulomegaly (approximate glomerular size > 250 μm) (Fig 7C). pS6 protein was detected in podocytes, the parietal cells lining Bowman’s capsule and tubulointerstitial regions of obese patients with CKD (Fig 7C). The ratio of pS6-positive glomeruli was significantly higher in the glomeruli of obese patients with CKD than in control individuals (obese patients with CKD: 81 ± 16%; normal controls: 27 ± 24%; *P* = 0.03).

**Fig 7:**
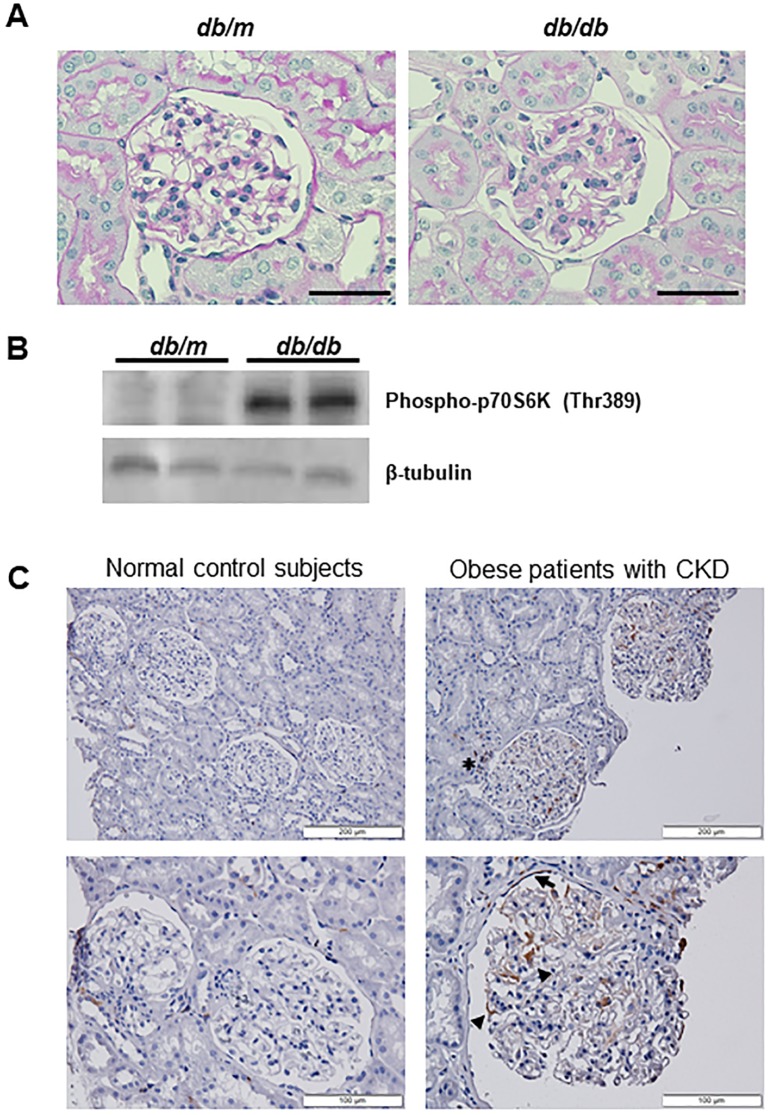
mTORC1 is activated in podocytes in patients with CKD. (**A**) Representative photomicrographs of periodic acid-Schiff (PAS) staining in the kidney of *db/db* and *db/m* mice. *Db/db* mice exhibited glomerulosclerosis at 24 weeks of age. Scale bar: 50 μm. (**B**) Western blot analysis of p70 S6 kinase (p70S6K) phosphorylation using primary cultured podocytes isolated from *db/db* and *db/m* mice at 24 weeks of age. β-tubulin served as the internal control. (**C**) mTORC1 is activated in glomeruli of obese patients with CKD. Human kidney biopsy specimens from normal controls and obese patients with CKD were immunostained with anti-phospho-S6 ribosomal protein (pS6) antibody and counterstained with hematoxylin. pS6 protein was detected in podocytes (*arrowheads*), parietal cells lining Bowman’s capsule (*arrow*), and tubulointerstitial regions (*asterisk*) of obese patients with CKD. Representative low-magnification (**top**) and high-magnification (**bottom**) images are shown.

## Discussion

This study revealed that podocyte-specific deletion of *Tsc2* contributes to severe podocyte injury, leading to massive proteinuria, end-stage renal dysfunction and increased mortality. *Tsc2*^Δ*podocyte*^ mice were normoglycemic and nonobese but showed an increased glomerular size, glomerulosclerosis, proteinaceous casts, crescent formation and increased tubulointerstitial fibrotic lesions, with a pattern that was similar to that of FSGS in humans. Recent work reported that podocyte-specific *Tsc1* knockout mice, which lack the TSC1-TSC2 heterodimer complex, exhibit structural abnormalities such as FSGS with occasional crescent formation and podocyte vacuolation [26]. Additionally, podocyte-specific *Tsc1* knockout mice show features of diabetic nephropathy and mTORC1 hyperactivation is present in podocytes of patients with diabetic nephropathy [27, 28]. In addition to the above findings, we found an increase in the number of mitochondria in the podocytes of *Tsc2*^Δ*podocyte*^ mice. Similar findings were reported in cardiac-specific *Tsc2*-deficient mice, which showed structural abnormalities of mitochondria, although the mitochondrial function was maintained [29].

To explore the underlying mechanisms of the renal functional decline in *Tsc2*^Δ*podocyte*^ mice, we performed microarray analysis, finding that *Tsc2* deletion in podocytes may modulate the *Nrf2*-mediated oxidative stress response pathway (S4B Fig). We also revealed an increased abundance of p62 and a decreased abundance of LC3B type II in the podocytes of *Tsc2*^Δ*podocyte*^ mice by suppressing autophagic activity through the mTOR-ULK1 pathway (Fig 5). We further revealed that inhibition of mTORC1 activity in the podocytes of *Tsc2*^Δ*podocyte*^ mice by rapamycin injection attenuated the podocyte dysfunction, including the impaired autophagic activity and structural abnormalities, preventing the massive proteinuria, end-stage renal dysfunction and increased mortality seen in controls. Considering these findings, we conclude that mTORC1 hyperactivation in podocytes could impair the autophagy and cause cytoplasmic accumulation of p62, leading to *Nrf2* activation via dissociation of the *Nrf2/Keap1* complex [25]. Autophagy is a conserved mechanism of intracellular degradation that maintains homeostasis and cell integrity and its dysregulation has been suggested to cause a variety of disease processes [30]. Podocytes exhibit an unusually high level of constitutive autophagy, and a recent report showed that podocyte-specific deletion of the *Atg5* gene which is known as one of the autophagy conjugation systems led to podocyte injury such as proteinuria, foot process effacement, vacuolation and progressive development of glomerulosclerosis, which are similar to the structural abnormalities observed in *Tsc2*^Δ*podocyte*^ mice [31, 32]. However, podocyte-specific *Atg5*-deficient mice did not exhibit end-stage renal dysfunction and increased mortality, which is inconsistent with the characteristics of *Tsc2*^Δ*podocyte*^ mice. Zhou *et al*. [33] reported that mTORC1 exerts a dual inhibitory effect on autophagy, blocking autophagy not only at the initiation stage via suppression of the ULK1 complex, but also at the degradation stage via inhibition of lysosomal function. One possible explanation for the severe characteristics of *Tsc2*^Δ*podocyte*^ mice may be a dual suppressive effect of mTORC1 on autophagy, leading to severe podocytopathy. However, functional investigations are required.

Obesity leads to CKD. Moreover, obese patients show proteinuria and some patients have nephrotic-range proteinuria and progressive loss of renal function [34]. The pathologic features of obese patients with CKD include glomerulomegaly and FSGS [35, 36], and these features were observed in the renal biopsy specimens analysed in the present study (Fig 7C). To further investigate the involvement of mTORC1 in obesity-related kidney dysfunction, we observed mTORC1 activity in renal biopsy specimens from obese patients with CKD. As shown in Fig 7C, obese patients with FSGS exhibited an increase in mTORC1 activity in podocytes and the parietal cells of Bowman’s capsule, in contrast to nonobese patients. An increased mTORC1 activity has been reported in cellular crescents from patients with crescentic glomerular diseases [26]. An increased mTORC1 activity in podocytes and the parietal cells of Bowman’s capsule may be related to crescent and scar formation in CKD, but the underlying mechanisms remain to be resolved. We also found increased mTORC1 activity in tubulointerstitial regions of obese patients with CKD (Fig 7C). Recently, van der Heijden *et al*. [37] reported that high-fat diet-challenged mice exhibited upregulation of pro-inflammatory genes and infiltrating macrophages in the tubulointerstitium. High-fat diet-induced obesity may cause the infiltration of macrophages into tubulointerstitial regions accompanied by the activation of mTORC1, leading to chronic low-grade inflammation and renal functional decline. Nonetheless, further experimental investigations are required.

The major limitation of the current study is the lack of information on the pathogenesis of mTORC1 activation in podocytes from obese patients with CKD. mTORC1 is an important factor in protein synthesis that is activated by amino acids. Recent reports showed that increased levels of branched-chain amino acids (BCAA) were associated with T2DM and obesity [38]. Furthermore, Giesbertz *et al*. [39] reported increased levels of BCAA and α-ketoisocaproic acid, the transamination product of leucine, in plasma of *db/db* mice and that adipose tissues contribute most to the changes in plasma BCAA. Obese mice show a decreased protein level and activity of the mitochondrial BCAA transferase and the rate-limiting branched-chain keto acid dehydrogenase complex [40]. Therefore, disturbed expression of genes related to the metabolism of amino acids in adipose tissue may significantly contribute to the metabolism of BCAA, leading to the activation of mTORC1 in podocytes. Disturbed expression of cytokines and growth factors could be another causative factor for obesity-related kidney dysfunction. Inflammatory cytokines are modulated in the glomeruli of obesity-related glomerulopathy [41]. Lee *et al*. [42] also reported that IκB kinase β, a downstream kinase in the tumor necrosis factor α-signalling pathway, phosphorylates TSC1, resulting in the activation of mTORC1. However, it is uncertain whether the levels of tumor necrosis factor α or other cytokines were increased in the obese patients with CKD examined in this study because of the sample limitations. In addition, it is difficult to dissect out the individual contributions of obesity and T2DM to renal functional decline. Indeed, mTORC1 target genes and mTOR mRNA itself were reported to be induced in glomeruli from patients with diabetic nephropathy [28]. We further analysed the levels of *Tsc1* and *Tsc2* mRNA in diabetic nephropathy using the Nephroseq database (https://www.nephroseq.org) and found that *Tsc2* mRNA was also significantly decreased in both glomeruli (Glom) and the tubulointerstitium (TubInt) from patients with diabetic nephropathy (Glom in healthy living donor: 0.92 ± 0.31; Glom in diabetic nephropathy: 0.71 ± 0.46 [*P* = 0.002]; TubInt in healthy living donor: 0.13 ± 0.24; TubInt in diabetic nephropathy: -0.02 ± 0.27 [*P* = 0.02]). However, in this study, we revealed *Tsc2*^Δ*podocyte*^ mice were normoglycemic and nonobese but showed a similar histological pattern of FSGS in obese patients with CKD, which has not been reported in the analyses of podocyte-specific *Tsc1* knockout mice [26, 27]. Moreover, we have also found that mTORC1 is activated in podocytes of nondiabetic obese patients with CKD, so an evaluation of the involvement of the *Tsc2* gene in nondiabetic obese patients with CKD might provide valuable clues for understanding the pathogenesis of obesity-related renal diseases.

In conclusion, mTORC1 hyperactivation in podocytes leads to severe renal dysfunction caused by the induction of oxidative stress and impairment of autophagic activity in podocytes. mTORC1 may play important roles in maintaining podocyte functions, and inhibition of mTORC1 activity in podocytes could be a key therapy for obesity-related kidney dysfunction.

## Supporting information

S1 Fig Analysis of podocyte-specific *Tsc2* knockout mice (*Tsc2*^Δ*podocyte*^) in C57BL/6 strain. (**A-D**) Twenty-four-week follow-up of *Tsc2*^Δ*podocyte*^ (*solid line*) and homozygous floxed *Tsc2* mice (*Tsc2*^*flox/flox*^, *dashed line*) for urine albumin-to creatinine ratio (**A**), serum albumin (**B**), total cholesterol (**C**) and HDL-cholesterol (**D**) (*n* = 3-5/each group). ACR, albumin-to creatinine ratio; ALB, albumin; TC, total cholesterol; HDL-c, HDL-cholesterol; dotted bars, *Tsc2*^*flox/flox*^; black bars, *Tsc2*^Δ*podocyte*^. (**E**) Kaplan-Meier survival plots for *Tsc2*^Δ*podocyte*^ (*solid line*) and control *Tsc2*^*flox/flox*^ mice (*dashed line*). The results were expressed as mean ± SD. *P < 0.05 to the age-matched control.
(PDF) Click here for additional data file.

S2 Fig *Tsc2*^Δ*podocyte*^ showed an increased glomerular size and focal segmental glomerulosclerosis. (**A**) Morphometric analysis using PAS-stained renal tissues. Fifty glomeruli were randomly selected from the indicated mice (*n* = 3/group) and their glomerulosclerosis indices assessed. The bar graph shows the glomerulosclerosis index in *Nphs2-Cre* mice (*white bars*), *Tsc2*^*flox/flox*^ mice (*dotted bars*) and *Tsc2*^Δ*podocyte*^ mice (*black bars*). The results are expressed as the mean ± s.d. *P < 0.05 versus the age-matched control. (**B**) *Tsc2*^Δ*podocyte*^ mice show increased glomerular size. Renal sections from *Tsc2*^Δ*podocyte*^ and control mice at 6 weeks of age were stained with periodic acid-Schiff. Twenty glomeruli were randomly selected in each mouse (*n* = 3/genotype), and glomerular diameters were measured by using ImageJ. The results are expressed as the mean ± s.d. *P < 0.05 versus the age-matched control. (**C**) Renal sections from *Tsc2*^Δ*podocyte*^ and control mice at 8 weeks of age were stained with Masson’s trichrome. Scale bar: 100 μm.
(PDF) Click here for additional data file.

S3 Fig Correlation between biochemical parameters and the numbers of WT1-positive podocytes per glomerulus. The numbers of podocytes were counted in each glomerulus of 3, 5 and 7 weeks of age *Tsc2*^Δ*podocyte*^ and control mice. The X-axis shows (**A**) the urine albumin-to-creatinine ratio (ACR), (**B**) blood urea nitrogen (BUN), (**C**) total cholesterol (TC), (**D**) HDL-cholesterol (HDL-c) and (**E**) serum albumin (ALB). △, *Nphs2-Cre*; □, *Tsc2*^*flox/flox*^; ○, *Tsc2*^Δ*podocyte*^ (*n* = 6/group).
(PDF) Click here for additional data file.

S4 Fig Microarray analysis of primary podocytes isolated from *Tsc2*^Δ*podocyte*^ and control *Tsc2*^*flox/flox*^ mice. (**A**) Volcano plot showing top differentially expressed genes among *Tsc2*^Δ*podocyte*^ and *Tsc2*^*flox/flox*^ mice. (**B**) The significantly expressed genes between *Tsc2*^Δ*podocyte*^ and *Tsc2*^*flox/flox*^ mice were inputted to IPA for pathway enrichment analysis. Of these genes, IPA analysis further identified 625 genes, 388 of which were significantly increased and 237 of which were significantly decreased in *Tsc2*^Δ*podocyte*^ mice. The figure shows some of the top pathways identified by IPA (–log[*P*-value], >1.3; *z*-score, >2.0; threshold value, 0.05). *P*-values here are from right-tailed Fisher’s exact test. (**C**) Network analysis on differentially expressed genes between *Tsc2*^Δ*podocyte*^ and *Tsc2*^*flox/flox*^ mice mapped to networks involved in the mTOR signaling activating pathway.
(PDF) Click here for additional data file.

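Of the 2728 called probes, 60.1% were higher in *Tsc2* Δ*podocyte podocytes. *Col1a2*, a chain of type I collagen, had a log2 fold change of 2.40 (standard error 0.32, adjusted p = 0.000337) from limma and *Col1a1* one of 1.23 (adjusted p = 0.0110), while *Col6a1* had one of -1.64 (adjusted p = 0.00843). Of 27 genes of the extracellular matrix, 4 rose, 2 fell and 21 did not pass (4 rose and 2 fell when adjusted over the list alone). The matrix list gave adjusted p = 0.0951 in camera. Of 10 fibroblast markers, which share these collagens, 4 rose, 1 fell and 5 did not pass (4 rose and 1 fell when adjusted over the list alone). The fibroblast list gave adjusted p = 0.180 in camera. Of 20 inflammatory cytokines and chemokines, 4 rose, 0 fell and 16 did not pass (4 rose when adjusted over the list alone). The cytokine list gave adjusted p = 0.189 in camera. The chemokine *Ccl7* was at 1.87 (adjusted p = 0.000427) and complement *C3* at 2.30 (adjusted p = 0.00138). Of 11 genes of antigen presentation, 2 rose, 0 fell and 9 did not pass (2 rose when adjusted over the list alone). The antigen presentation list gave adjusted p = 0.0737 in camera. The class II gene *H2-Ab1* had a log2 fold change of 2.34 (standard error 0.32, adjusted p = 0.000350). Of 16 interferon-response genes, 4 rose, 0 fell and 12 did not pass (4 rose when adjusted over the list alone). The interferon list (median log2 fold change 0.57) gave adjusted p = 0.0141 in camera, and adjusted p = 0.525 with an estimated correlation. The interferon list does not pass without *Tsc2* Δ*podocyte replicate 2. Of 18 immediate early genes, which respond within minutes to growth factors and stress, 0 rose, 8 fell and 10 did not pass (11 fell when adjusted over the list alone). The immediate early list (median log2 fold change -0.54) gave adjusted p = 0.000362 in camera, and adjusted p = 0.260 with an estimated correlation. The phosphatase *Dusp1* had a log2 fold change of -1.05 (standard error 0.17, adjusted p = 0.00128), the orphan receptor *Nr4a1* one of -1.27 (adjusted p = 0.0101) and *Fosb* one of -0.86 (adjusted p = 0.00250). Of 12 heat shock genes, 1 rose, 3 fell and 8 did not pass (1 rose and 3 fell when adjusted over the list alone). The heat shock list gave adjusted p = 0.769 in camera. The small chaperone *Cryab*, under the 1.5-fold threshold, was at -0.58 (adjusted p = 0.000484) and *Hspb8* at 0.98 (adjusted p = 0.00705). Of 30 podocyte markers, 3 rose, 4 fell and 23 did not pass (3 rose and 4 fell when adjusted over the list alone). The podocyte list gave adjusted p = 0.943 in camera. The phospholipase *Plce1*, in which mutations cause nephrotic syndrome, was at 1.80 (adjusted p = 0.00356), *Vegfa* at 1.04 (adjusted p = 0.00398) and the ephrin *Efnb2* at -0.72 (adjusted p = 0.00424). *Wt1* was at 0.49 (adjusted p = 0.0962) and *Synpo* at 0.41 (adjusted p = 0.369). In the methods' t-test with adjustment, *Col1a1*, *C3* and *Plce1* did not pass, nor did *Fosb* after normexp. From the differentially expressed genes the paper goes to the enriched pathways and the mTOR network, and proposes that deletion of *Tsc2* modulates the NRF2 pathway through p62.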

S5 Fig Differential expression analysis in podocytes isolated from *Tsc2*^Δ*podocyte*^ and rapamycin-treated *Tsc2*^Δ*podocyte*^ mice (Rapa-*Tsc2*^Δ*podocyte*^). (**A**) Expression of 858 genes were significantly different in *Tsc2*^Δ*podocyte*^, and 810 out of 858 genes were normalized in rapamycin-treated *Tsc2*^Δ*podocyte*^ mice. Rapamaycin-treatment also caused disturbed expression of 76 genes in Rapa- *Tsc2*^Δ*podocyte*^ mice, although those levels were similar both in *Tsc2*^Δ*podocyte*^ and *Tsc2*^*flox/flox*^ mice. (**B**) Primary cultured podocytes were isolated from *Tsc2*^Δ*podocyte*^ mice 1 week after rapamycin treatment, followed by western blot analyses of LC3B type II, p62 and phospho-ULK1 (Ser757). The *arrow* indicates the band corresponding to LC3B type II. β-tubulin served as the internal control. (**C**) The graph bars show the number of GFP-LC3 puncta in each glomerulus from *Tsc2*^*flox/flox*^- and *Tsc2*^Δ*podocyte*^-GFP-LC3 transgenic mice. The results are expressed as the mean ± s.d. N.S., not statistically significant.
(PDF) Click here for additional data file.

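Between treated *Tsc2* Δ*podocyte and treated *Tsc2* flox/flox podocytes, 277 genes were called of which no probe was called without treatment. Between treated *Tsc2* Δ*podocyte and untreated *Tsc2* flox/flox podocytes there were 798. *Aspg*, an asparaginase, was at least 11.3-fold higher in treated *Tsc2* Δ*podocyte than in treated *Tsc2* flox/flox podocytes (adjusted p = 0.00988 from limma). Without treatment its log2 fold change was 1.02 (adjusted p = 0.454). *Aspg* does not pass in the methods' t-test with adjustment. *Calca*, which encodes calcitonin and CGRP, was higher after rapamycin (adjusted p = 0.00569), with 1 treated *Tsc2* flox/flox array above background, and did not pass without (adjusted p = 0.205). The adhesion molecule *Cntn2* was at least 8.84-fold higher in treated *Tsc2* Δ*podocyte than in untreated *Tsc2* flox/flox podocytes (adjusted p = 0.0103). Between the untreated genotypes it did not pass (adjusted p = 0.249). *Plvap*, a protein of fenestrated endothelium, was at -3.28 (adjusted p = 0.0127) in that comparison, and at -0.90 (adjusted p = 0.451) between the untreated genotypes. *Apold1*, a gene of endothelial cells, was at least 6.03-fold lower (adjusted p = 0.00669), *Pbp2* at least 4.81-fold lower (adjusted p = 0.0142) and the matrix protein *Vit* at -3.32 (adjusted p = 0.00917). Of 18 endothelial markers, 0 rose, 11 fell and 7 did not pass (1 rose and 14 fell when adjusted over the list alone) against untreated podocytes. The endothelial list (median log2 fold change -2.16) gave adjusted p = 2.83e-05 in camera, and adjusted p = 0.572 with an estimated correlation. Between the treated genotypes 0 of these markers rose and 0 fell (adjusted p = 0.722 in camera). Of the probes, 475 were called only between the treated genotypes and 1250 only between treated *Tsc2* Δ*podocyte and untreated *Tsc2* flox/flox podocytes. Without 1 array the 475 became 188 (treated *Tsc2* flox/flox replicate 3), 290 (treated *Tsc2* flox/flox replicate 4), 262 (treated *Tsc2* Δ*podocyte replicate 1) or 313 (treated *Tsc2* Δ*podocyte replicate 3). They became 181 in the methods' t-test with adjustment and 215 after normexp. For each gene named here, the interaction of genotype and rapamycin had an adjusted p above 0.05. The paper states that rapamycin brought most of the changed genes back to normal and disturbed further genes only in the treated podocytes.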

S1 Raw images Uncropped original images of gels and blots presented in the figures of this study. (PDF) Click here for additional data file.

S1 Table Overview of the number of mice used in survival analyses. There were no mice that were euthanized before reaching the experimental endpoint. The numbers of mice that died without humane intervention and euthanized after reaching the experimental endpoint were also summarized.
(PDF) Click here for additional data file.

S2 Table Characteristics of *Nphs2-Cre*, *Tsc2*^*flox/flox*^ and *Tsc2*^Δ*podocyte*^ mice. Data are expressed as mean ± SD (*n* = 10). Analysis of variance was used between groups; and multiple testing corrections were performed using the Tukey’s method. ACR, urine albumin to creatinin; BUN, blood urea nitrogen; Cre, creatinine; TP, total protein; ALB, alubumin; TC, total cholesterol; TG, triglyceride; HDL-c, high density lipoprotein-cholesterol. ^a^*P* < 0.05 vs. *Nphs2-Cre*, ^b^*P* < 0.05 *vs*. *Tsc2*^*flox/flox*^.
(PDF) Click here for additional data file.

S3 Table Characteristics of rapamycin-treated *Nphs2-Cre*, *Tsc2*^*flox/flox*^ and *Tsc2*^Δ*podocyte*^ mice. Data are expressed as mean ± SD (*n* = 5). Analysis of variance was used between groups; and multiple testing corrections were performed using the Tukey’s method. There were no significant differences in the biochemical parameters among rapamycin-treated *Nphs2-Cre*, *Tsc2*^*flox/flox*^ and *Tsc2*^Δ*podocyte*^ mice. Abbreviations are as in S2 Table.
(PDF) Click here for additional data file.

S4 Table Clinical characteristics of normal control subjects and patients diagnosed with FSGS perihilar variant. (PDF) Click here for additional data file.

S1 Checklist The ARRIVE guidelines checklist. (DOCX) Click here for additional data file.

## Abbreviations

4EBP1: eukaryotic translation initiation factor 4E- binding protein 1
ACR: albumin-to-creatinine ratio
BCAA: branched-chain amino acids
BUN: blood urea nitrogen
CKD: chronic kidney disease
FSGS: focal segmental glomerulosclerosis
HDL-C: HDL-cholesterol
mTOR: mammalian target of rapamycin
mTORC1: mammalian target of rapamycin complex 1
NRF2: nuclear factor, erythroid derived 2, like 2
PAS: periodic acid-Schiff
pS6: phospho-S6 ribosomal protein
SCr: serum creatinine
T2DM: type 2 diabetes mellitus
TC: total cholesterol
TSC1: tuberous sclerosis complex 1
TSC2: tuberous sclerosis complex 2
ULK1: unc-51-like kinase 1
WT1: Wilms tumor 1

# Supplementary material for: Podocyte-specific deletion of tubular sclerosis complex 2 promotes focal segmental glomerulosclerosis and progressive renal failure
**Source:** PLoS One. 2020 Mar 19;15(3):e0229397. doi: 10.1371/journal.pone.0229397

Full unedited gels for Fig 1A

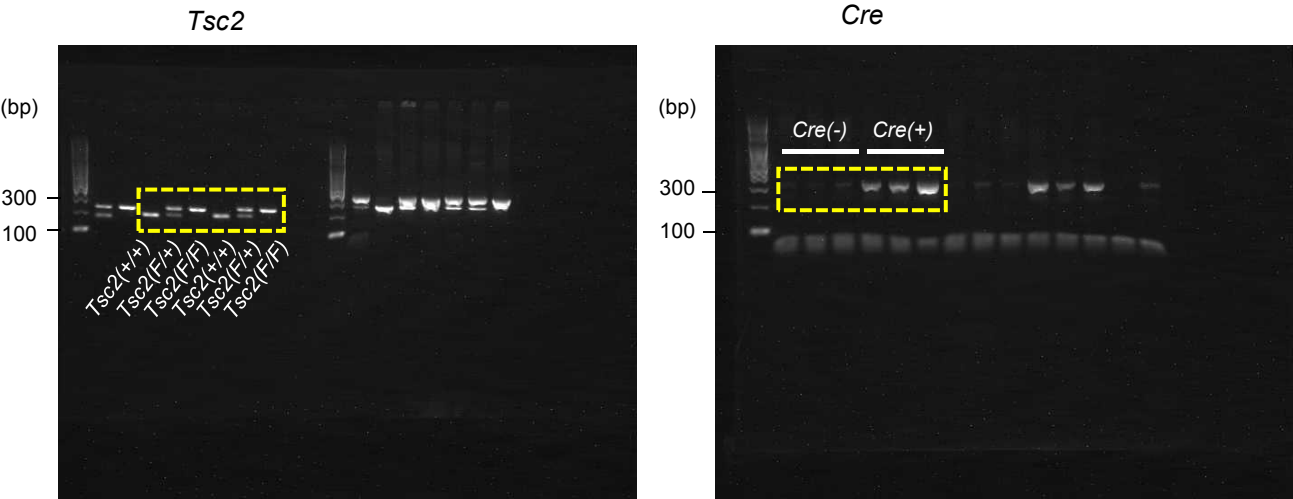

Full unedited gels for Fig 1C

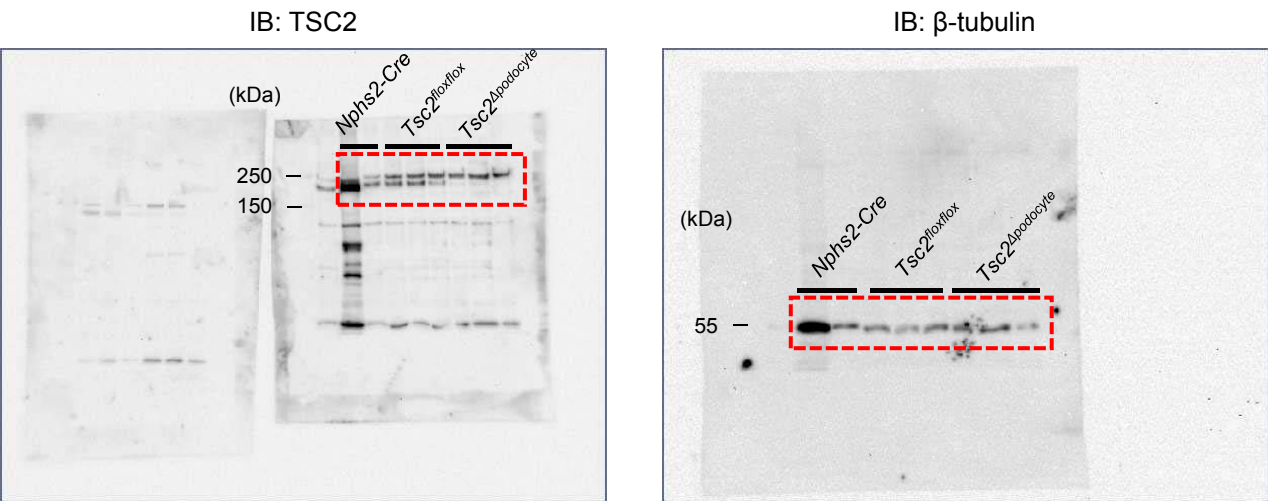

Full unedited gels for Fig 2B

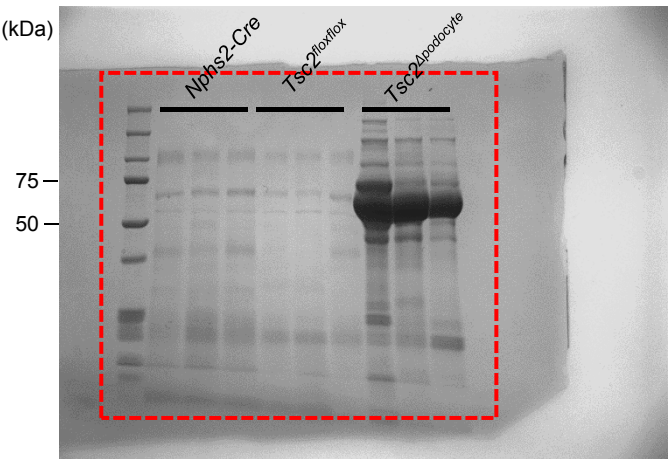

Full unedited gels for Fig 4C

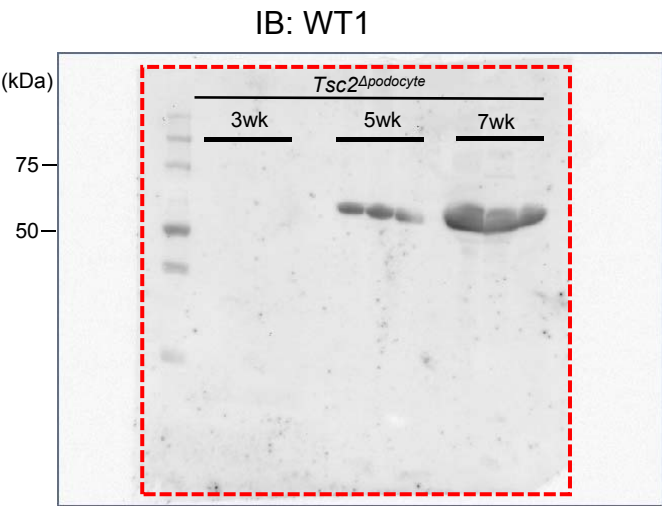

Full unedited gels for Fig 5A

IB: TSC2

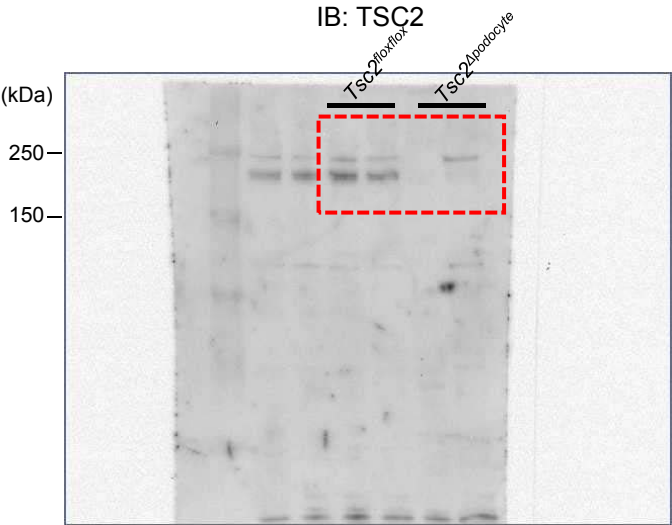

IB: Phospho-4EBP1 (Ser65)

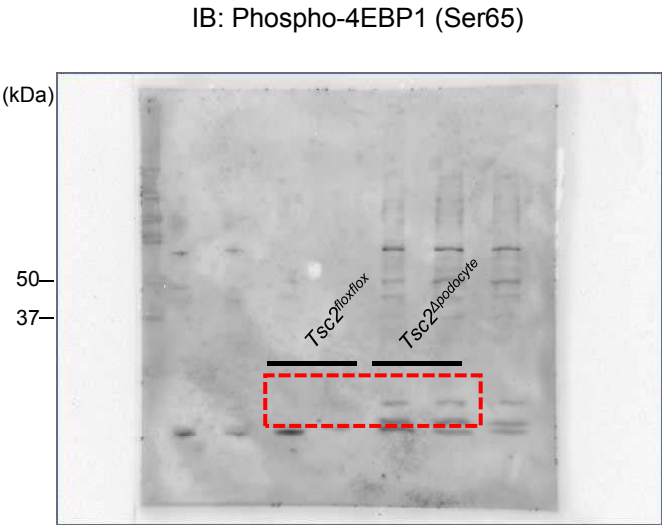

IB: LC3B

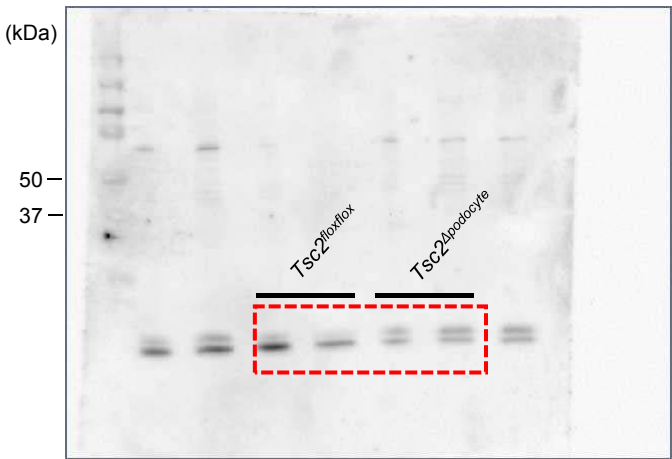

IB: p62

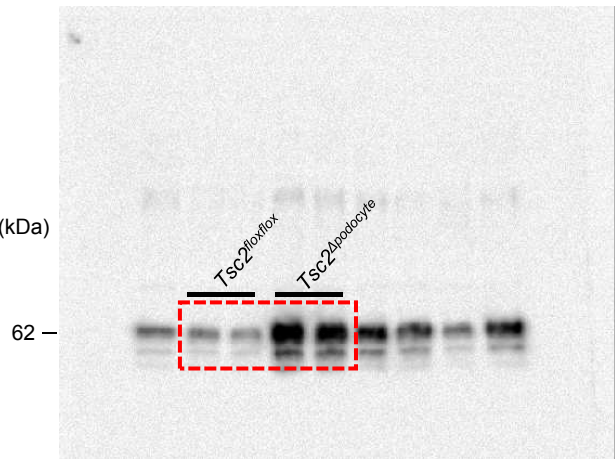

IB: Phospho-ULK1 (Ser757)

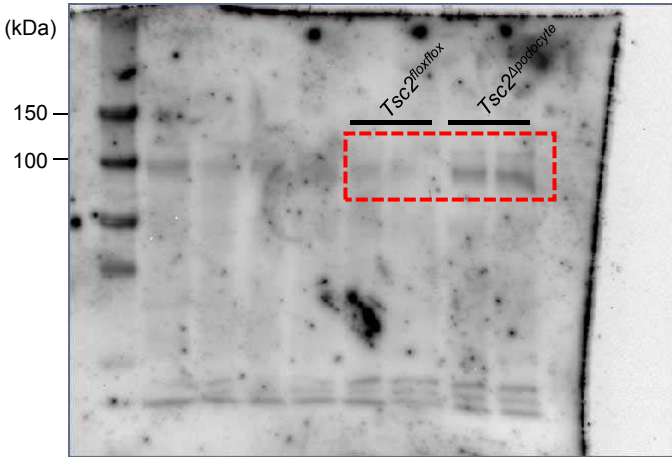

IB:  $\beta$ -tubulin

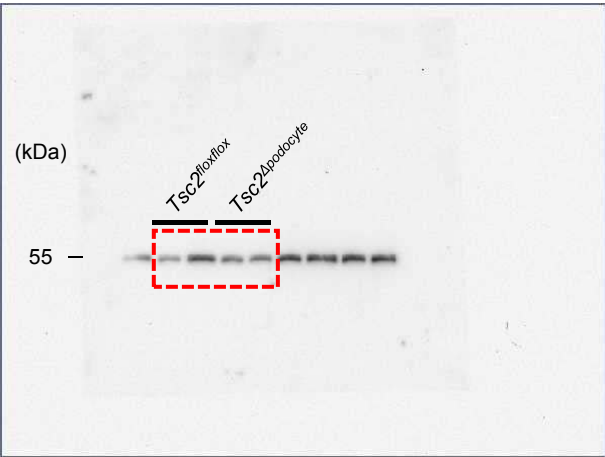

Full unedited gels for Fig 6C

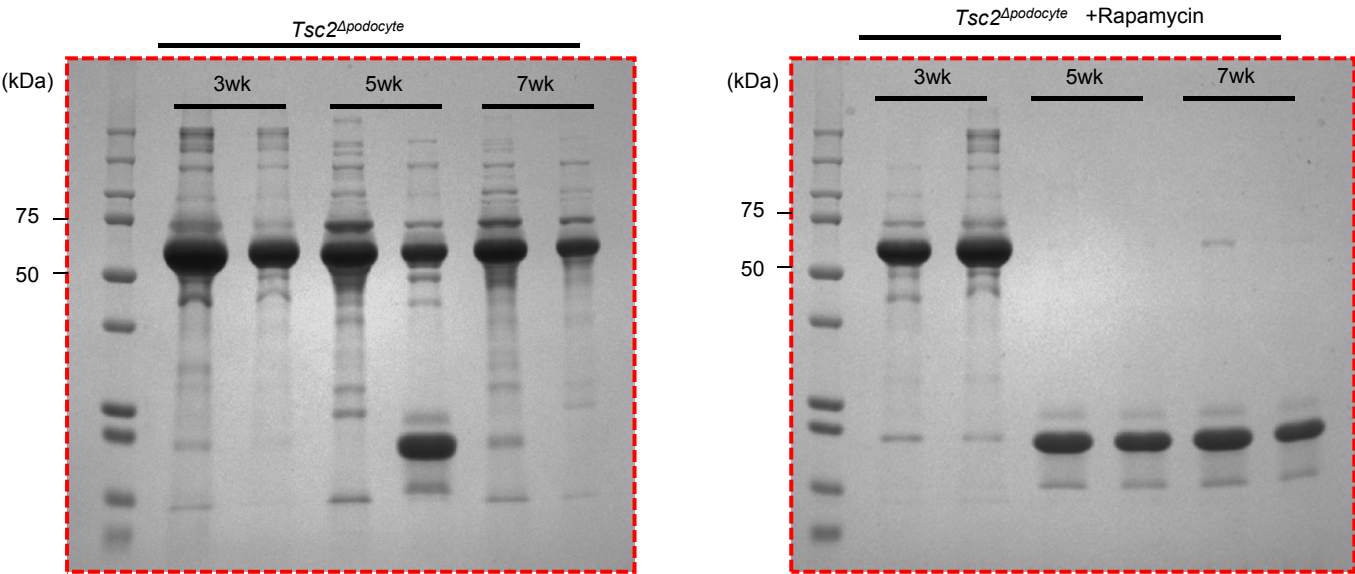

Full unedited gels for Fig 7B

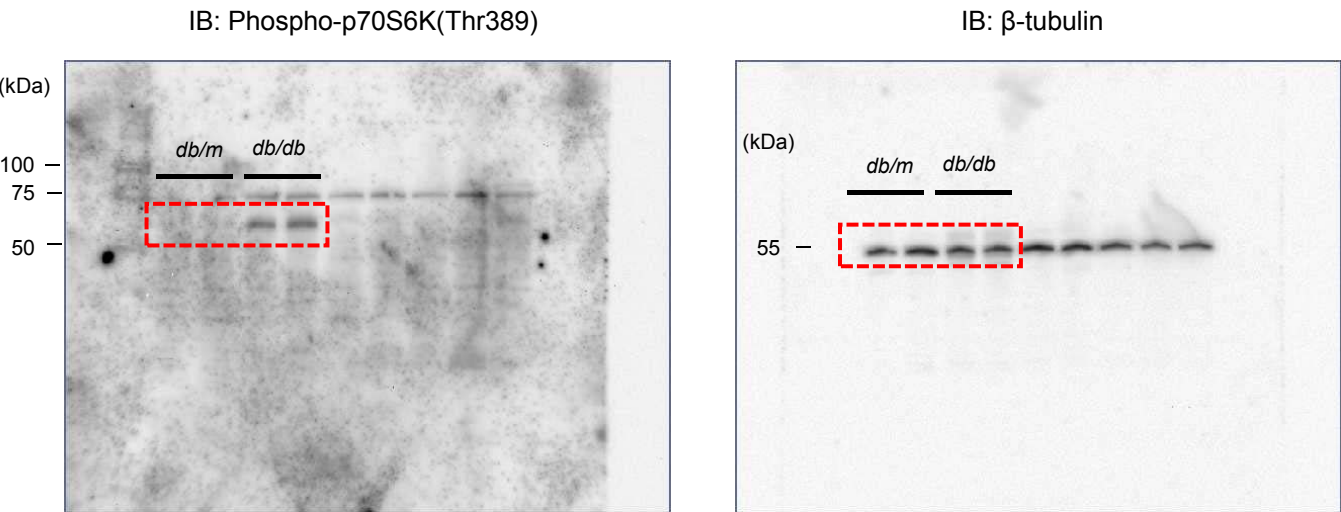

Full unedited gels for S5B Fig.

IB: LC3B

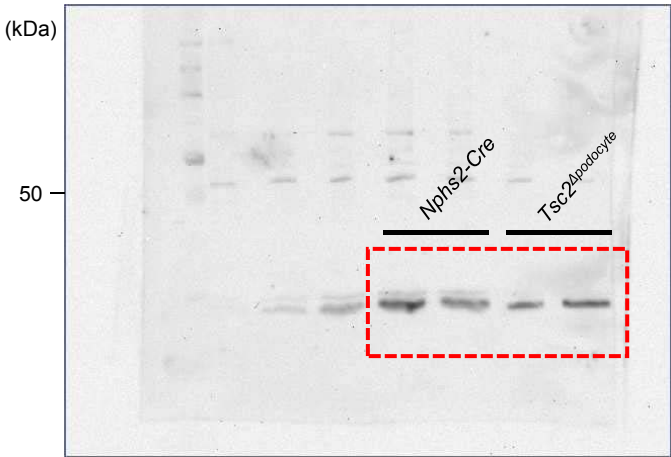

IB: p62

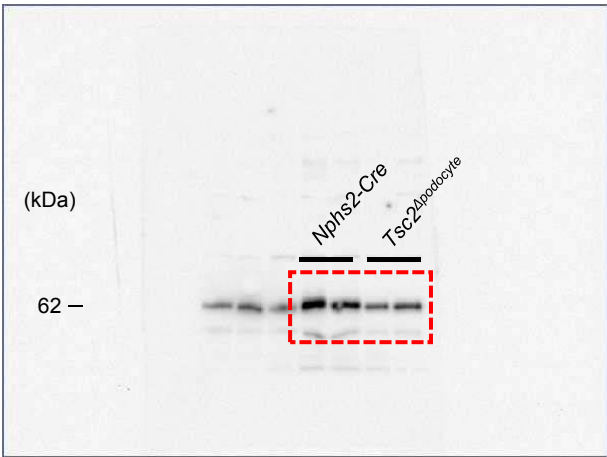

IB: Phospho-ULK1 (Ser757)

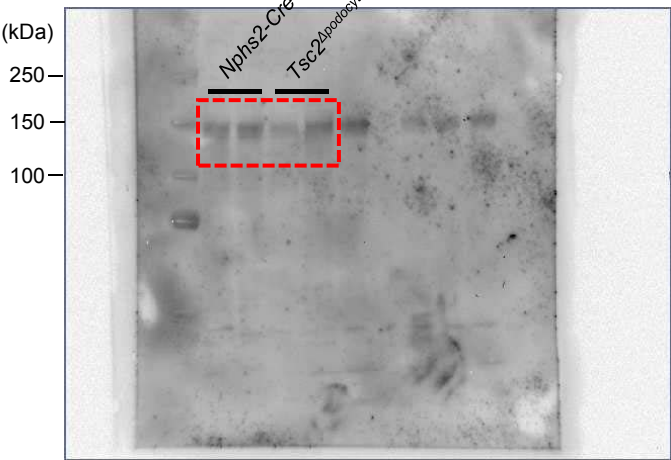

IB:  $\beta$ -tubulin

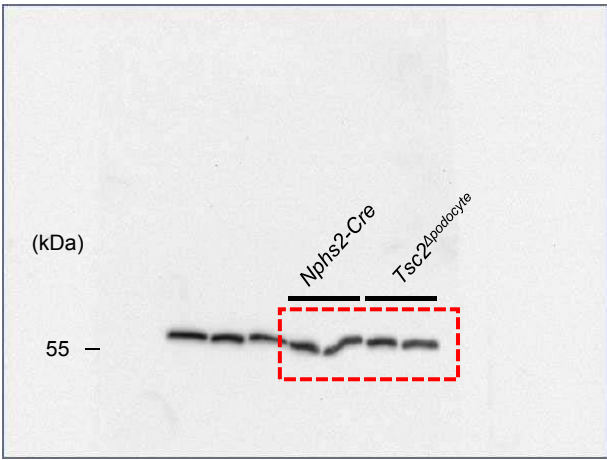

**Supplement:** S1 Raw images

# Supplementary material for: Podocyte-specific deletion of tubular sclerosis complex 2 promotes focal segmental glomerulosclerosis and progressive renal failure
**Source:** PLoS One. 2020 Mar 19;15(3):e0229397. doi: 10.1371/journal.pone.0229397
**Supplement:** S1 Table — There were no mice that were euthanized before reaching the experimental endpoint. The numbers of mice that died without humane intervention and euthanized after reaching the experimental endpoint were also summarized.

**S1 Table. Overview of the number of mice used in survival analyses. There were no mice that were euthanized before reaching the experimental endpoint. The numbers of mice that died without humane intervention and euthanized after reaching the experimental endpoint were also summarized.**

| Treatment             |                                                                    | <i>Nphs2-Cre</i> | <i>Tsc2<sup>flox/flox</sup></i> | <i>Tsc2<sup>Δpodocyte</sup></i> |
|-----------------------|--------------------------------------------------------------------|------------------|---------------------------------|---------------------------------|
| None (in Fig. 2)      | Number of analyzed mice                                            | 9                | 10                              | 32                              |
|                       | Mice that died without humane intervention                         | 0                | 2                               | 25                              |
|                       | Mice that were euthanized after reaching the experimental endpoint | 0                | 0                               | 7                               |
| Saline (in Fig. 6)    | Number of analyzed mice                                            | 7                | 9                               | 26                              |
|                       | Mice that died without humane intervention                         | 0                | 0                               | 21                              |
|                       | Mice that were euthanized after reaching the experimental endpoint | 0                | 0                               | 5                               |
| Rapamycin (in Fig. 6) | Number of analyzed mice                                            | 17               | 16                              | 8                               |
|                       | Mice that died without humane intervention                         | 1                | 2                               | 7                               |
|                       | Mice that were euthanized after reaching the experimental endpoint | 0                | 0                               | 1                               |

# Supplementary material for: Podocyte-specific deletion of tubular sclerosis complex 2 promotes focal segmental glomerulosclerosis and progressive renal failure
**Source:** PLoS One. 2020 Mar 19;15(3):e0229397. doi: 10.1371/journal.pone.0229397
**Supplement:** S2 Table — Data are expressed as mean ± SD (n = 10). Analysis of variance was used between groups; and multiple testing corrections were performed using the Tukey’s method. ACR, urine albumin to creatinin; BUN, blood urea nitrogen; Cre, creatinine; TP, total protein; ALB, alubumin; TC, total cholesterol; TG, triglyceride; HDL-c, high density lipoprotein-cholesterol. aP < 0.05 vs. Nphs2-Cre, bP < 0.05 vs. Tsc2flox/flox.

S2 Table. Characteristics of *Nphs2-Cre*, *Tsc2<sup>flox/flox</sup>* and *Tsc2<sup>Δpodocyte</sup>* mice.

|                               | 3 week-old       |                                 |                                 | 5 week-old       |                                 |                                 | 7 week-old       |                                 |                                 |
|-------------------------------|------------------|---------------------------------|---------------------------------|------------------|---------------------------------|---------------------------------|------------------|---------------------------------|---------------------------------|
|                               | <i>Nphs2-Cre</i> | <i>Tsc2<sup>flox/flox</sup></i> | <i>Tsc2<sup>Δpodocyte</sup></i> | <i>Nphs2-Cre</i> | <i>Tsc2<sup>flox/flox</sup></i> | <i>Tsc2<sup>Δpodocyte</sup></i> | <i>Nphs2-Cre</i> | <i>Tsc2<sup>flox/flox</sup></i> | <i>Tsc2<sup>Δpodocyte</sup></i> |
| Male mice                     |                  |                                 |                                 |                  |                                 |                                 |                  |                                 |                                 |
| Body weight (g)               | 19.5 ± 5.5       | 14.2 ± 5.4                      | 15.4 ± 5.0                      | 26.3 ± 3.0       | 28.8 ± 3.1                      | 24.4 ± 4.9 <sup>b</sup>         | 34.7 ± 4.1       | 31.3 ± 2.7                      | 29.5 ± 5.7 <sup>a</sup>         |
| Fasting blood glucose (mg/dL) | 116.9 ± 35.7     | 109.2 ± 30.7                    | 121.2 ± 31.7                    | 101.2 ± 18.4     | 132.6 ± 31.3                    | 119.3 ± 24.9                    | 107.8 ± 24.0     | 127.1 ± 22.2                    | 108.8 ± 27.6                    |
| ACR (mg/g Cre)                | 35.8 ± 8.1       | 41.9 ± 13.8                     | 608.0 ± 325.1 <sup>a,b</sup>    | 49.0 ± 18.2      | 54.6 ± 15.2                     | 873.0 ± 488.0 <sup>a,b</sup>    | 59.2 ± 27.8      | 65.0 ± 34.4                     | 764.1 ± 348.7 <sup>a,b</sup>    |
| BUN (mg/dL)                   | 27.1 ± 6.3       | 30.3 ± 10.2                     | 24.7 ± 4.0                      | 25.3 ± 6.3       | 25.7 ± 2.8                      | 35.0 ± 12.0 <sup>a,b</sup>      | 27.5 ± 4.4       | 26.6 ± 6.7                      | 138.5 ± 172.6 <sup>a</sup>      |
| Serum Cre (mg/dL)             | 0.18 ± 0.10      | 0.14 ± 0.10                     | 0.17 ± 0.10                     | 0.19 ± 0.10      | 0.16 ± 1.00                     | 0.25 ± 0.10                     | 0.29 ± 0.10      | 0.28 ± 0.10                     | 0.57 ± 0.30 <sup>a,b</sup>      |
| Uric acid (mg/dL)             | 2.3 ± 1.6        | 1.3 ± 0.3                       | 1.2 ± 0.5                       | 1.6 ± 1.3        | 2.3 ± 2.1                       | 1.3 ± 0.3                       | 1.3 ± 0.1        | 1.7 ± 0.6                       | 2.2 ± 2.0                       |
| TP (g/dL)                     | 4.5 ± 0.4        | 4.2 ± 0.3                       | 4.2 ± 0.4                       | 4.8 ± 0.3        | 5.1 ± 0.4                       | 4.6 ± 0.3 <sup>b</sup>          | 5.3 ± 0.4        | 5.4 ± 0.6                       | 4.7 ± 0.6 <sup>a,b</sup>        |
| ALB (g/dL)                    | 2.5 ± 0.3        | 2.4 ± 0.3                       | 2.3 ± 0.2                       | 2.5 ± 0.2        | 2.6 ± 0.2                       | 2.3 ± 0.2 <sup>b</sup>          | 2.5 ± 0.2        | 2.5 ± 0.2                       | 1.7 ± 0.4 <sup>a,b</sup>        |
| TC (mg/dL)                    | 106.4 ± 35.0     | 93.6 ± 16.4                     | 106.6 ± 26.6                    | 134.5 ± 14.7     | 119.2 ± 8.9                     | 157.0 ± 45.8 <sup>b</sup>       | 136.6 ± 24.8     | 116.8 ± 15.5                    | 330.5 ± 145.3 <sup>a,b</sup>    |
| TG (mg/dL)                    | 97.9 ± 28.3      | 81.7 ± 31.5                     | 89.4 ± 30.0                     | 121.6 ± 35.7     | 96.4 ± 27.1                     | 105.8 ± 44.0                    | 112.4 ± 31.0     | 98.6 ± 42.3                     | 186.2 ± 112.1 <sup>b</sup>      |
| HDL-c (mg/dL)                 | 49.0 ± 22.5      | 31.2 ± 7.1                      | 43.3 ± 17.6                     | 57.7 ± 12.3      | 47.8 ± 7.8                      | 66.1 ± 23.9                     | 73.1 ± 23.9      | 57.0 ± 12.8                     | 120.9 ± 64.0 <sup>a,b</sup>     |
| Na (mmol/L)                   | 145.7 ± 3.9      | 143.9 ± 4.1                     | 145.6 ± 2.2                     | 144.4 ± 2.8      | 146.8 ± 2.7                     | 142.7 ± 3.5 <sup>b</sup>        | 143.6 ± 1.8      | 146.6 ± 2.2                     | 143.8 ± 6.9                     |
| K (mmol/L)                    | 3.9 ± 0.6        | 4.1 ± 0.4                       | 4.1 ± 0.4                       | 4.6 ± 0.8        | 4.7 ± 0.6                       | 4.6 ± 0.5                       | 4.8 ± 0.5        | 4.8 ± 0.6                       | 6.0 ± 1.7 <sup>a</sup>          |
| Cl (mmol/L)                   | 123.6 ± 5.7      | 116.1 ± 3.5                     | 118.1 ± 5.5                     | 122.4 ± 3.4      | 122.7 ± 2.6                     | 121.4 ± 6.9                     | 123.7 ± 2.4      | 124.5 ± 5.3                     | 124.3 ± 9.4                     |
| Female mice                   |                  |                                 |                                 |                  |                                 |                                 |                  |                                 |                                 |
| Body weight (g)               | 16.7 ± 4.4       | 15.0 ± 6.1                      | 12.5 ± 3.1                      | 24.6 ± 4.0       | 19.8 ± 1.7 <sup>a</sup>         | 21.8 ± 2.6                      | 24.9 ± 2.7       | 23.6 ± 2.2                      | 22.9 ± 4.1                      |
| Fasting blood glucose (mg/dL) | 118.5 ± 23.1     | 98.9 ± 27.8                     | 110.5 ± 37.3                    | 78.2 ± 10.2      | 73.9 ± 11.0                     | 93.5 ± 19.8 <sup>b</sup>        | 82.9 ± 17.2      | 95.3 ± 29.0                     | 104.4 ± 30.6                    |
| ACR (mg/g Cre)                | 40.8 ± 12.0      | 40.6 ± 31.3                     | 464.1 ± 244.1 <sup>a,b</sup>    | 46.8 ± 14.8      | 25.4 ± 9.1                      | 515.2 ± 304.3 <sup>a,b</sup>    | 32.2 ± 16.6      | 31.1 ± 17.5                     | 531.7 ± 695.3 <sup>a,b</sup>    |
| BUN (mg/dL)                   | 36.2 ± 10.5      | 33.9 ± 11.1                     | 42.9 ± 14.3                     | 20.7 ± 4.6       | 24.8 ± 6.3                      | 56.0 ± 63.3                     | 25.3 ± 8.8       | 21.0 ± 2.7                      | 158.9 ± 120.7 <sup>a,b</sup>    |
| Serum Cre (mg/dL)             | 0.19 ± 0.09      | 0.14 ± 0.05                     | 0.13 ± 0.04 <sup>a</sup>        | 0.19 ± 0.09      | 0.15 ± 0.07                     | 0.26 ± 0.08 <sup>a,b</sup>      | 0.23 ± 0.08      | 0.23 ± 0.09                     | 0.55 ± 0.30                     |
| Uric acid (mg/dL)             | 1.3 ± 0.3        | 1.4 ± 0.3                       | 1.3 ± 0.4                       | 1.26 ± 0.3       | 1.8 ± 1.0                       | 1.3 ± 0.4                       | 1.7 ± 0.6        | 1.6 ± 0.3                       | 1.5 ± 1.9                       |
| TP (g/dL)                     | 4.4 ± 0.7        | 4.5 ± 0.4                       | 3.9 ± 0.3 <sup>b</sup>          | 4.72 ± 0.4       | 4.9 ± 0.5                       | 4.4 ± 0.2 <sup>b</sup>          | 4.9 ± 0.4        | 5.2 ± 0.3                       | 4.8 ± 0.8                       |
| ALB (g/dL)                    | 2.5 ± 0.3        | 2.5 ± 0.2                       | 2.1 ± 0.3 <sup>a,b</sup>        | 2.58 ± 0.2       | 2.7 ± 0.3                       | 2.2 ± 0.3 <sup>a,b</sup>        | 2.6 ± 0.2        | 2.9 ± 0.1                       | 1.5 ± 0.3 <sup>a,b</sup>        |
| TC (mg/dL)                    | 88.8 ± 15.4      | 82.9 ± 8.3                      | 100.4 ± 60.2                    | 94.5 ± 15.4      | 88.4 ± 9.3                      | 148.5 ± 55.3 <sup>a,b</sup>     | 91.9 ± 12.8      | 92.4 ± 8.8                      | 346.0 ± 116.6 <sup>a,b</sup>    |
| TG (mg/dL)                    | 51.8 ± 16.0      | 64.6 ± 21.7                     | 53.9 ± 26.7                     | 110.2 ± 21.0     | 104.6 ± 31.6                    | 100.3 ± 30.6                    | 120.3 ± 36.6     | 109.0 ± 25.1                    | 185.7 ± 117.0                   |
| HDL-c (mg/dL)                 | 30.5 ± 8.6       | 26.3 ± 4.4                      | 36.3 ± 27.4                     | 35.6 ± 14.3      | 27.3 ± 3.0                      | 71.6 ± 36.1 <sup>a,b</sup>      | 36.1 ± 7.0       | 29.9 ± 5.5                      | 148.8 ± 43.6 <sup>a,b</sup>     |
| Na (mmol/L)                   | 144.7 ± 2.6      | 143.1 ± 4.3                     | 142.5 ± 3.1                     | 143.4 ± 3.7      | 143.3 ± 2.8                     | 145.8 ± 2.7                     | 145.3 ± 2.4      | 143.5 ± 4.1                     | 142.9 ± 6.5                     |
| K (mmol/L)                    | 4.3 ± 0.5        | 4.7 ± 0.7                       | 4.4 ± 0.5                       | 4.07 ± 0.5       | 4.6 ± 0.6                       | 4.5 ± 0.4                       | 4.4 ± 0.7        | 4.7 ± 0.6                       | 5.6 ± 1.0 <sup>a,b</sup>        |
| Cl (mmol/L)                   | 118.1 ± 4.8      | 117.6 ± 4.5                     | 116.6 ± 6.4                     | 121.6 ± 5.7      | 117.8 ± 4.0                     | 121.9 ± 5.2                     | 120.4 ± 4.4      | 119.9 ± 1.7                     | 122.4 ± 8.0                     |

Data are expressed as mean ± SD (*n* =10). Analysis of variance was used between groups; and multiple testing corrections were performed using the Tukey's method. ACR, urine albumin to creatinin; BUN, blood urea nitrogen; Cre, creatinine; TP, total protein; ALB, alubumin; TC, total cholesterol; TG, triglyceride; HDL-c, high density lipoprotein-cholesterol. <sup>a</sup>*P* < 0.05 vs. *Nphs2-Cre*, <sup>b</sup>*P* < 0.05 vs. *Tsc2<sup>flox/flox</sup>*.

# Supplementary material for: Podocyte-specific deletion of tubular sclerosis complex 2 promotes focal segmental glomerulosclerosis and progressive renal failure
**Source:** PLoS One. 2020 Mar 19;15(3):e0229397. doi: 10.1371/journal.pone.0229397
**Supplement:** S3 Table — Data are expressed as mean ± SD (n = 5). Analysis of variance was used between groups; and multiple testing corrections were performed using the Tukey’s method. There were no significant differences in the biochemical parameters among rapamycin-treated Nphs2-Cre, Tsc2flox/flox and Tsc2Δpodocyte mice. Abbreviations are as in S2 Table.

**S3 Table. Characteristics of rapamycin-treated *Nphs2-Cre*, *Tsc2*<sup>*flox/flox*</sup> and *Tsc2*<sup>*Δpodocyte*</sup> mice.**

|                               | 3 week-old       |                                         |                                         | 5 week-old       |                                         |                                         | 7 week-old       |                                         |               | 11 week-old      |                                         |                                         |
|-------------------------------|------------------|-----------------------------------------|-----------------------------------------|------------------|-----------------------------------------|-----------------------------------------|------------------|-----------------------------------------|---------------|------------------|-----------------------------------------|-----------------------------------------|
|                               | <i>Nphs2-Cre</i> | <i>Tsc2</i> <sup><i>flox/flox</i></sup> | <i>Tsc2</i> <sup><i>Δpodocyte</i></sup> | <i>Nphs2-Cre</i> | <i>Tsc2</i> <sup><i>flox/flox</i></sup> | <i>Tsc2</i> <sup><i>Δpodocyte</i></sup> | <i>Nphs2-Cre</i> | <i>Tsc2</i> <sup><i>flox/flox</i></sup> | Tsc2Δpodocyte | <i>Nphs2-Cre</i> | <i>Tsc2</i> <sup><i>flox/flox</i></sup> | <i>Tsc2</i> <sup><i>Δpodocyte</i></sup> |
| Body weight (g)               | 12.2 ± 1.3       | 13.8 ± 1.1                              | 13.2 ± 2.4                              | 26.7 ± 2.3       | 23.5 ± 5.0                              | 22.0 ± 3.5                              | 31.3 ± 2.4       | 22.9 ± 4.4                              | 24.9 ± 2.1    | 32.8 ± 2.4       | 25.7 ± 5.2                              | 26.9 ± 3.0                              |
| Fasting blood glucose (mg/dL) | 104.0 ± 22.7     | 86.6 ± 23.9                             | 88.4 ± 20.4                             | 85.5 ± 14.0      | 105.4 ± 23.2                            | 103.2 ± 21.6                            | 94.3 ± 16.3      | 108.8 ± 23.8                            | 135.6 ± 35.4  | 100.6 ± 19.2     | 99.2 ± 12.2                             | 105.7 ± 99.2                            |
| BUN (mg/dL)                   | 26.4 ± 3.2       | 27.7 ± 11.7                             | 33.4 ± 8.4                              | 21.8 ± 2.3       | 19.8 ± 3.9                              | 19.6 ± 4.2                              | 24.3 ± 7.4       | 16.3 ± 3.0                              | 21.6 ± 4.2    | 18.9 ± 3.6       | 18.1 ± 4.9                              | 24.7 ± 7.6                              |
| Serum Cre (mg/dL)             | 0.10 ± 0.03      | 0.09 ± 0.02                             | 0.09 ± 0.02                             | 0.13 ± 0.05      | 0.18 ± 0.10                             | 0.16 ± 0.08                             | 0.24 ± 0.17      | 0.20 ± 0.16                             | 0.12 ± 0.04   | 0.36 ± 0.24      | 0.21 ± 0.12                             | 0.18 ± 0.11                             |
| TC (mg/dL)                    | 84.6 ± 33.9      | 103.4 ± 23.0                            | 105.6 ± 26.3                            | 165.8 ± 9.4      | 122.4 ± 28.4                            | 149.0 ± 16.0                            | 176.6 ± 18.3     | 131.2 ± 34.1                            | 162.0 ± 41.6  | 160.8 ± 27.8     | 120.4 ± 24.2                            | 157.3 ± 21.1                            |
| TG (mg/dL)                    | 57.0 ± 15.0      | 60.0 ± 25.7                             | 89.8 ± 54.5                             | 154.8 ± 14.2     | 134.4 ± 16.6                            | 126.6 ± 25.9                            | 104.6 ± 13.6     | 72.0 ± 15.4                             | 75.4 ± 15.9   | 84.8 ± 14.0      | 71.0 ± 11.7                             | 73.8 ± 51.7                             |
| HDL-c (mg/dL)                 | 30.4 ± 16.7      | 51.4 ± 17.1                             | 41.8 ± 19.1                             | 89.0 ± 6.0       | 53.4 ± 17.8                             | 75.0 ± 13.5                             | 91.6 ± 13.0      | 61.0 ± 24.0                             | 85.2 ± 19.8   | 86.4 ± 10.4      | 55.6 ± 20.0                             | 76.5 ± 9.3                              |
| Na (mmol/L)                   | 151.4 ± 2.9      | 150.8 ± 3.9                             | 151.2 ± 3.3                             | 151.0 ± 2.4      | 149.4 ± 3.0                             | 151.0 ± 3.1                             | 154.8 ± 3.4      | 154.2 ± 3.8                             | 150.8 ± 1.8   | 151.4 ± 3.4      | 152.2 ± 2.5                             | 150.8 ± 1.0                             |
| K (mmol/L)                    | 4.8 ± 0.8        | 4.5 ± 1.0                               | 5.0 ± 0.7                               | 4.5 ± 0.1        | 4.6 ± 0.7                               | 4.4 ± 0.6                               | 5.1 ± 0.4        | 4.4 ± 0.1                               | 4.4 ± 0.8     | 5.5 ± 0.2        | 5.2 ± 0.7                               | 6.0 ± 0.8                               |
| Cl (mmol/L)                   | 121.4 ± 3.8      | 121.6 ± 2.5                             | 120.6 ± 3.3                             | 127.6 ± 2.3      | 125.6 ± 4.0                             | 126.6 ± 2.5                             | 134.2 ± 1.9      | 126.8 ± 3.2                             | 125.4 ± 3.0   | 125.4 ± 3.4      | 125.0 ± 2.9                             | 123.8 ± 3.1                             |

Data are expressed as mean ± SD (*n* = 5). Analysis of variance was used between groups; and multiple testing corrections were performed using the Tukey's method. There were no significant differences in the biochemical parameters among rapamycin-treated *Nph2-Cre*, *Tsc2*<sup>*flox/flox*</sup> and *Tsc2*<sup>*Δpodocyte*</sup> mice. Abbreviations are as in S2 Table.

# Supplementary material for: Podocyte-specific deletion of tubular sclerosis complex 2 promotes focal segmental glomerulosclerosis and progressive renal failure
**Source:** PLoS One. 2020 Mar 19;15(3):e0229397. doi: 10.1371/journal.pone.0229397
**Supplement:** S4 Table

**S4 Table. Clinical characteristics of normal control subjects and patients diagnosed with FSGS perihilar variant**

# Supplementary material for: Podocyte-specific deletion of tubular sclerosis complex 2 promotes focal segmental glomerulosclerosis and progressive renal failure
**Source:** PLoS One. 2020 Mar 19;15(3):e0229397. doi: 10.1371/journal.pone.0229397

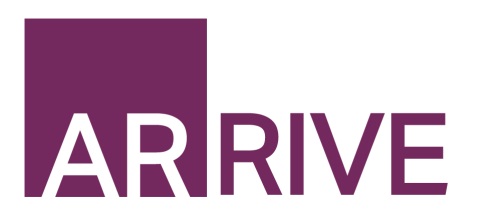

The ARRIVE Guidelines Checklist

Animal Research: Reporting In Vivo Experiments

Carol Kilkenny^1^, William J Browne^2^, Innes C Cuthill^3^, Michael Emerson^4^ and Douglas G Altman^5^

*^1^The National Centre for the Replacement, Refinement and Reduction of Animals in Research, London, UK, ^2^School of Veterinary Science, University of Bristol, Bristol, UK, ^3^School of Biological Sciences, University of Bristol, Bristol, UK, ^4^National Heart and Lung Institute, Imperial College London, UK, ^5^Centre for Statistics in Medicine, University of Oxford, Oxford, UK.*

|  | | ITEM | RECOMMENDATION | Section/ Paragraph |
| --- | --- | --- | --- | --- |
|  | | | Title |  |
|  | | | Abstract |  |
| INTRODUCTION | | |  |  |
| 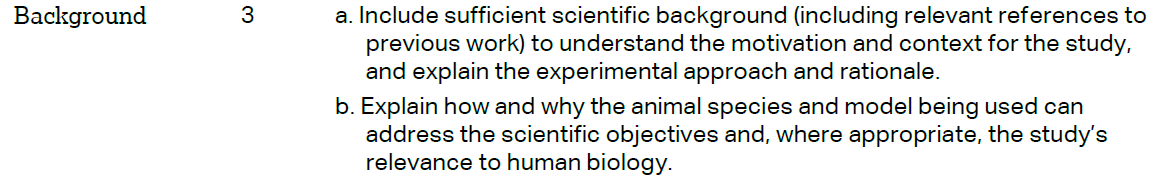 | | | Introduction |  |
|  | | | Introduction |  |
| METHODS | | |  |  |
|  | | | Materials and methods/ Animals & Study approval |  |
| 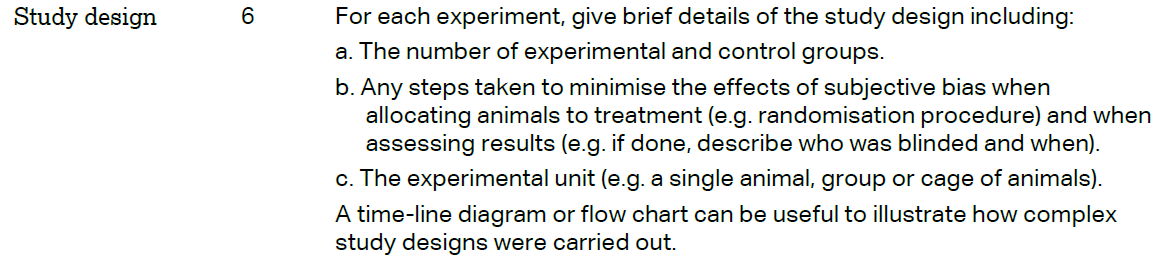 | | | Materials and methods |  |
| 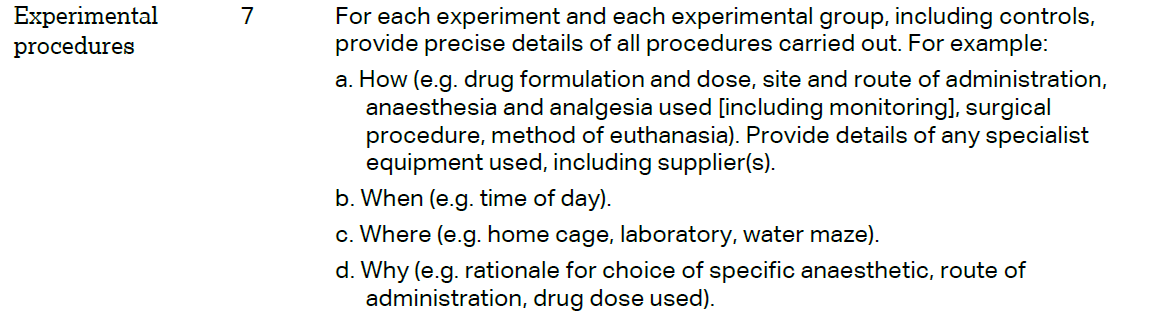 | | | Materials and methods |  |
| 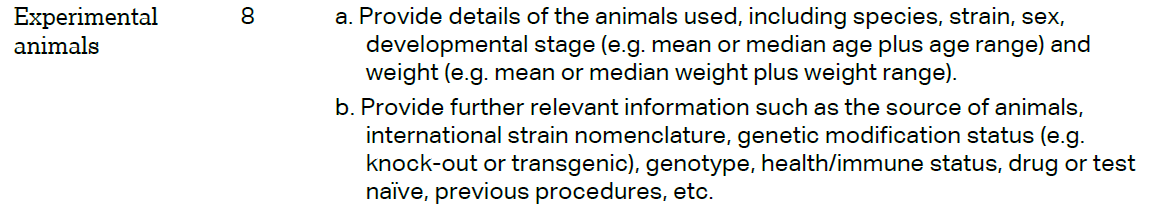 | | | Materials and methods/ Animals |  |

The ARRIVE guidelines. Originally published in *PLoS Biology*, June 2010^1^

| 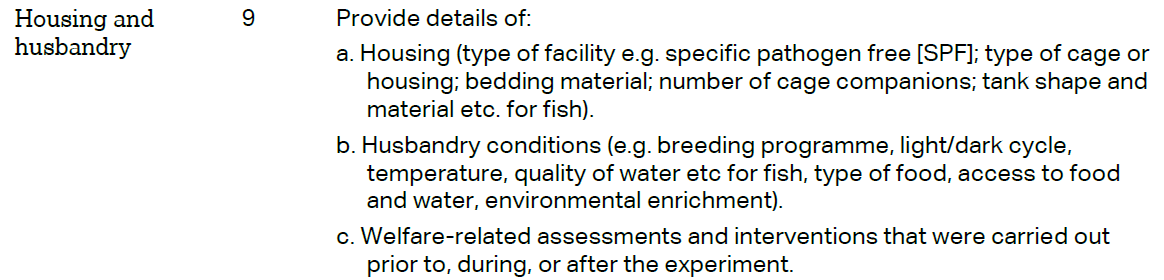 | Materials and methods/ Animals | |
| --- | --- | --- |
| 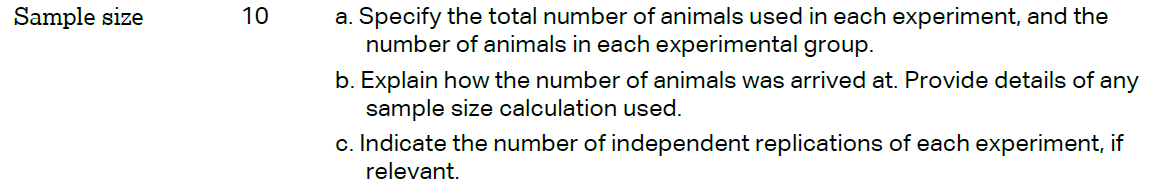 | Materials and methods  &  Results | |
| 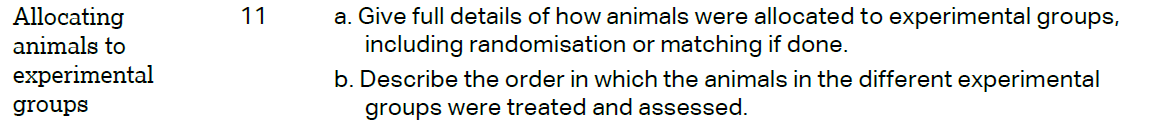 | Materials and methods | |
|  | Materials and methods | |
| 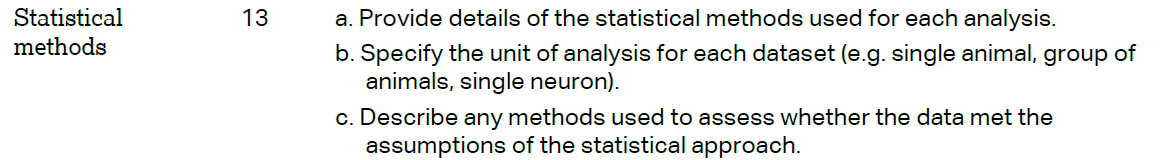 | Materials and methods/ Survival time & Statics | |
| RESULTS |  | |
|  | Results | |
|  | Results | |
|  | Results | |
|  | Not applicable | |
| DISCUSSION |  | |
| 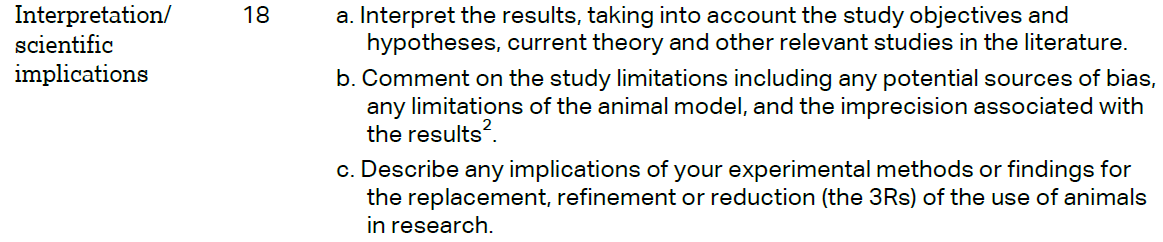 | Discussion | |
|  | Discussion | |
|  | | Financial disclosure |

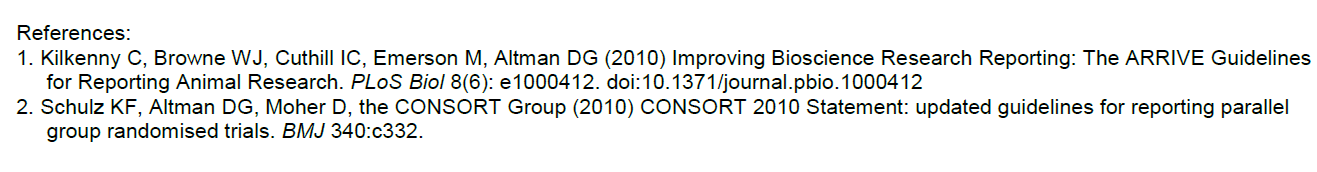

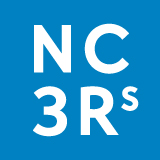

**Supplement:** S1 Checklist

How the deposited data were processed for this re-analysis (not part of the article)

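The data are 16 one-colour Agilent SurePrint G3 mouse gene expression arrays of primary podocytes, 4 each from *Tsc2* Δ*podocyte and *Tsc2* flox/flox mice without treatment (4 weeks old) and 4 each after 1 week of rapamycin (5 weeks old). The untreated groups filled 1 slide of 8 arrays and the treated groups another. On both slides row 1 held the *Tsc2* Δ*podocyte samples and row 2 the *Tsc2* flox/flox samples. The files of each array hold the authors' scanner output, in which Agilent Feature Extraction 10.7.3.1 gave each spot a background-subtracted intensity, on a linear scale. The deposited table of the series holds log2 values that the authors made from these intensities, by the values themselves with each array shifted to its 75th percentile and each probe centred on its median over the 16 arrays. Each deposited column correlates with the values made here at r of at least 0.9997.

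Of 62976 spots on an array 3671 are controls. The other 59305 belong to 56605 probes, of which 56305 have 1 spot and 300 have 10. The log2 values of the 10 spots were averaged, without spots marked as outliers. Of these probes, 32994 were matched to 22911 genes by their identifiers, and 23611 were matched to none and keep their probe names. No spot was saturated, 1344 spots over all arrays were marked as outliers by the scanner software, and 27 values were missing. The log2 of the intensity minus the log2 of the array's 75th percentile was used. Probes well above background on all 4 arrays of at least 1 group were tested: 27579 probes, 20384 of them matched to 14094 genes. The signal over background per group is given with each experiment. Correlations between arrays were between 0.978 and 0.992 within groups and between 0.951 and 0.989 between groups, and the median SD between repeated spots was 0.0633 on the log2 scale.

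A linear model with 4 group means was fitted in limma 3.58.1 (R 4.3.3, data.table 1.17.8) over all 16 arrays, with empirical Bayes moderation and Benjamini-Hochberg adjustment within each comparison. The comparisons were *Tsc2* Δ*podocyte against *Tsc2* flox/flox without treatment, the same with rapamycin, treated *Tsc2* Δ*podocyte against untreated *Tsc2* flox/flox podocytes, the interaction of genotype and rapamycin, and treated against untreated podocytes of each genotype. A probe was called at a fold of at least 1.5 and an adjusted p under 0.05. A gene was counted where at least 1 of its probes was called. Members of a list count as rising or falling at an adjusted p under 0.05, whatever their fold. For 35 gene lists written from textbook knowledge, camera compared the brightest probe of each member with all other genes, at a preset correlation of 0.01 between genes and again with an estimated one. Fisher's exact test, right-tailed, compared the share of called genes, and both were adjusted over the 35 lists. Single genes were also tested with exact permutation tests. On simulated data made from these arrays, 29.9% of probes changed 1.5-fold, 71.6% of those changed 2-fold and 93.9% of those changed 4-fold were called between the untreated genotypes. For the interaction these were 16.4%, 48.5% and 84.1%. Between the untreated genotypes 67, 67 and 66 of 27579 simulated probes were changed, against 4968 that passed without the fold threshold on the real arrays. The adjustment depends on the share of changed probes, so these percentages are not the power of the real comparisons. A simulated 1.5-fold change also lies at the fold threshold itself, which limits how often it can be called.

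The genes named in the text are those the paper names, the 10 largest fitted rises and the 10 largest fitted falls of each comparison among called genes whose 4 values in one group all lie outside the range of the other group's, and up to 4 members of each list with the smallest p. Some of these genes are not reported here. Lists, comparisons, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were quantile normalization, normexp background correction (offset 50), no filter and a stricter one on dim probes, the deposited values, only the 8 arrays compared, the methods' t-test with and without Benjamini-Hochberg adjustment, a trended and robust prior, the replicate number as a block, other fold thresholds, the mean of a gene's probes in camera and each array left out in turn. The microarray methods of the paper name no test, and the t-test is that of its general statistics section. Chosen after the data were seen were the slide as a block, the means of the endothelial and macrophage markers as covariates, and leaving out 2 arrays together. The normexp alternative used the median signal of each spot, since the files hold no mean signal. The supplementary figures were not used here.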

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

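Of the tests reported here, those on other splits of the arrays and on endothelial cells in the untreated cultures were chosen after the result was seen, as were the marker covariates.

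Of 180 groups of 4 arrays, 13 (7.22%) hold a sample far from the other 3, where chance gives about 1 in 20. The number is the gap to the nearest sample over the whole range. *Tsc2* flox/flox replicate 2 was low for autophagy conjugation and receptors (0.856; mean -0.23 against -0.08), for *Sqstm1* on both probes (0.862; 3.42 against 4.12, and 0.905; 6.03 against 6.44), and high for HIF1 targets (0.894; -0.30 against -0.50) and the respiratory chain (0.888; 0.03 against -0.05). *Tsc2* Δ*podocyte replicate 1 was low for the pentose phosphate pathway (0.893; 0.07 against 0.36) and for 1 *Sqstm1* probe (0.913; 5.07 against 5.27). *Tsc2* Δ*podocyte replicate 2 was high for ATF4 targets (0.895; 0.25 against 0.11) and podocyte markers (0.871; 0.32 against -0.29). *Tsc2* Δ*podocyte replicate 3 was high for 1 *Tsc2* probe (0.880; -1.82 against -2.43), and treated *Tsc2* Δ*podocyte replicate 2 for the other (0.950; 2.73 against 2.07). Treated *Tsc2* flox/flox replicate 2 was high for the interferon response (0.851; 0.78 against -0.21), and treated *Tsc2* flox/flox replicate 3 low for the brightest *Rb1cc1* probe (0.904; 2.12 against 2.40).

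For 16 gene lists the genotype difference with rapamycin was tested against that without and differed (interaction, camera). The values are median log2 interactions. Lower were glycolysis (-0.29, adjusted p = 1.61e-05), gluconeogenesis (-0.23, adjusted p = 0.000839), NRF2 targets (-0.31, adjusted p = 1.56e-07), glutathione detoxification (-0.32, adjusted p = 0.000231), metallothioneins and SPINK1 pathway (-0.21, adjusted p = 0.0274), lysosome (-0.23, adjusted p = 1.41e-06), HIF1 targets (-0.40, adjusted p = 3.58e-06), ATF4 targets (-0.12, adjusted p = 0.00741), extracellular matrix (-0.19, adjusted p = 0.00918), interferon response (-0.46, adjusted p = 0.00381), mesangial markers (-0.50, adjusted p = 2.53e-05), macrophage markers (-0.82, adjusted p = 1.15e-05) and erythroid markers (-0.70, adjusted p = 0.0465). Higher were SREBP targets (0.13, adjusted p = 0.0401), immediate early genes (0.18, adjusted p = 0.0465) and cell cycle genes (0.40, adjusted p = 0.000146). The interferon response does not pass without *Tsc2* Δ*podocyte replicate 2 (adjusted p = 0.0735) or treated *Tsc2* flox/flox replicate 2 (adjusted p = 0.129), nor without both (camera adjusted p of interferon response list 0.990). With an estimated correlation 0 lists passed, the smallest adjusted p being 0.401, and no member of any list passed in limma. Other splits of the arrays cannot exclude chance for this count: 16 lists in the real split, 21 in the highest other, and 13 of 100 splits were as large. For single probes, where 0 were called without any 1 of 12 arrays, AK148502 had an interaction of -1.35 (adjusted p = 0.0463; 3 untreated *Tsc2* flox/flox arrays above background), at 1.17 between the untreated and -0.18 between the treated genotypes. Over all 100 splits chance is not excluded for that count of 1 either: 6 were as large, and the highest called 2532. Of the 6, 3 keep or exchange genotype on one slide and nearly do the opposite on the other, and so measure a sum of genotype effects, a structure of the samples. Without these 3, set apart after their counts were seen, 3 of 97 splits (3.09%) were as large.

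Between treated and untreated *Tsc2* flox/flox podocytes, a comparison the paper does not report, 29 probes were called (17 higher, 12 lower). No other split reached this count, with 29 in the real split, 21 in the highest other and 1 of 35 splits as large, the smallest share possible. The count depends on single arrays: it was 16, 3, 2 and 6 without *Tsc2* flox/flox replicate 1, 2, 3 and 4, and 70, 1, 5 and 0 without treated *Tsc2* flox/flox replicate 1, 2, 3 and 4. It was 1 with only the 8 arrays, 2 in the methods' t-test with adjustment, 3 with the replicate block and 7 with no filter. With the count this dependent on single arrays, chance is left open for the 29 probes. Chance is excluded for the untreated genotypes (2728 probes, 41 in the highest other, 1 of 35), the treated genotypes (1459, 111, 1 of 35) and treated *Tsc2* Δ*podocyte against untreated *Tsc2* flox/flox podocytes (2579, 1, 1 of 35). Between treated and untreated *Tsc2* Δ*podocyte podocytes no other split reached the count either (454, 1, 1 of 35). That count was 155 without treated *Tsc2* Δ*podocyte replicate 2, 7 in the methods' t-test with adjustment, 76 with no filter and 133 with only the 8 arrays. With this dependence, chance is left open for it too. For the counts of changed lists chance is not excluded: 19 lists between the untreated genotypes against 19 in the highest other (3 of 35 splits as large), and 11 between the treated genotypes against 16 (12 of 35). The medians of the other splits were 10 and 8 lists.

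The genotype difference lasts after rapamycin: 2640 of the 2728 probes kept its direction. Endothelial cells and macrophages in different amounts in the 2 genotypes are argued against as the whole cause, since 75.5% of the probes (2060) were still called with the marker means as covariates, just over the bound set, and all 2728 kept their direction at a median ratio of 1.04 (quartiles 0.944 and 1.12). That fewer were called goes with a standard error 1.16 times as large. The parietal and mesangial marker lists moved between the untreated genotypes too. They were not used as covariates, so the test does not cover those cells. How much of the shrinkage comes from choosing probes by the untreated comparison stays open: over 2816 probes called on both comparisons together, the median ratio was 0.802 (quartiles 0.612 and 1.08). Slide and age stay open as well, since they cannot be told apart from rapamycin. The row stays open too: each genotype lay in the same row on both slides, so a row effect would also keep its direction.

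The 18 endothelial markers had a median log2 change of -2.22 between treated and untreated *Tsc2* flox/flox podocytes, though 0 of 18 passed in limma. Of all probes, 4459 had an unadjusted p under 0.05 in limma. With an estimated correlation no list changed between these groups in camera (smallest adjusted p = 0.734). *Vwf*, above background on 0 untreated *Tsc2* flox/flox arrays, was not lower. Scaling is argued against: the median nearest 0 among the scalings tried was -1.17, after normexp. A candidate explanation is endothelial cells carried over into the untreated cultures, grown from bead-isolated glomeruli with no sort stated. The paper, though, counted 96.3 ± 2.1% of the explant cells as WT1-positive. The markers moved together over the 8 untreated arrays (median r 0.958, against at most 0.324 in 1000 random lists). Over the treated arrays the median r was 0.668, so moving together was not limited to the untreated cultures. The mean of the markers was 0.69, -0.39, -2.51 and -0.36 in the untreated *Tsc2* flox/flox samples and -1.41, -1.68, 0.49 and -1.09 in the untreated *Tsc2* Δ*podocyte samples, against -2.99 to -1.88 after rapamycin. The untreated *Tsc2* flox/flox sample at -2.51 thus lay within the treated range. *Cdh5* reached 2.28 in 1 untreated *Tsc2* flox/flox sample and -2.02 in another. An effect of rapamycin or age on endothelial cells stays open, and how many of the markers podocytes also express was not analysed here.

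Large genotype differences stayed after rapamycin, with 984 probes of 623 genes called alike in both comparisons. Alleles linked to *Tsc2* or to the transgene are argued against: the chromosome with the highest share of such genes, 14, had 1.64 times the share of all chromosomes (35 of 483 genes, 7.25% against 4.42%). Of the 40 tested neighbours of *Tsc2* on chromosome 17, 1 was called alike, 0.566 times the share of all genes. Lasting effects of the deletion that 1 week of rapamycin does not undo stay an untested biological explanation. The row on the slide, the same for each genotype in both comparisons, cannot be told apart from genotype and stays open.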

How the results depend on the processing

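With 4 arrays per group, the smallest exact p is 0.0286, and probes not well above background were left out. The slide as a block, the marker covariates and leaving out *Tsc2* Δ*podocyte replicate 2 with treated *Tsc2* flox/flox replicate 2 were chosen after the data were seen. Of the comparisons with an alternative, values of single genes kept their direction and side of the threshold in 7523, became weaker in 716 and stronger in 220, and gene lists did in 3826, 224 and 128. For the main results these were 70, 13 and 1 for genes and 107, 3 and 10 for lists. Sign changes with neither value past the threshold, 76, count as kept. Without the 2 arrays left out together, the interaction of the interferon response list did not pass (camera adjusted p = 0.990). Its changed sign there is no evidence of an opposite effect. The cause was not tested where values below change, except that fewer samples, fewer probes or a higher threshold leave fewer calls by construction.

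Calls are given in the order untreated genotypes, treated genotypes and treated *Tsc2* Δ*podocyte against untreated *Tsc2* flox/flox podocytes. After quantile normalization, the interaction had 0 probes and treated against untreated *Tsc2* flox/flox podocytes 5 changed lists. After normexp, 1800, 773 (540 genes) and 1545 probes were called, 36 for the interaction, 206 between treated and untreated *Tsc2* flox/flox podocytes, and 215 and 724 only after rapamycin against treated and untreated *Tsc2* flox/flox podocytes, while the SPINK1 list gave adjusted p = 0.0398. With no filter, 906 probes (591 genes) were called between the treated genotypes, 0 for the interaction, 7 between the *Tsc2* flox/flox groups, 76 between the *Tsc2* Δ*podocyte groups and 311 only after rapamycin. *Atg101* was then at -0.24 (adjusted p = 0.151), the SPINK1 list gave 0.00627, the MIF list 0.0174, and 20 lists changed against untreated and 16 between the *Tsc2* flox/flox groups. The stricter filter gave 0 interaction probes and 0.0237 for the SPINK1 list. The deposited values gave 0 interaction probes and *Atg101* at -0.21 (adjusted p = 0.0731). Only the 8 arrays compared gave 1 probe between the *Tsc2* flox/flox groups, 133 between the *Tsc2* Δ*podocyte groups and *Atg101* at -0.24 (adjusted p = 0.0966).

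The methods' t-test with Benjamini-Hochberg adjustment called 1664 (1011 genes), 434 (297) and 1192 (782) probes, 2 between the *Tsc2* flox/flox groups, 7 between the *Tsc2* Δ*podocyte groups, 181 and 658 only after rapamycin, and put *Atg101* at -0.24 (adjusted p = 0.0622). Without adjustment it called 774 and 1482 probes between the *Tsc2* flox/flox and the *Tsc2* Δ*podocyte groups, and 827 only after rapamycin, and *Rb1cc1*, at -0.21, passed. A trended and robust prior gave 0 interaction probes, 65 between the *Tsc2* flox/flox groups and 0.0466 for the SPINK1 list. With no fold threshold, 4968 (3120), 2839 (1903) and 4700 (3102) probes passed, 932 between the *Tsc2* Δ*podocyte groups, and 983 and 2308 only after rapamycin. At a fold of at least 2, it was 1178 (740), 600 (394) and 1137 (762), with 14 and 154 between the *Tsc2* flox/flox and the *Tsc2* Δ*podocyte groups and 179 and 571 only after rapamycin. With the marker covariates, 156 probes (117 genes) were called against untreated *Tsc2* flox/flox podocytes, 0 for the interaction, 94.8% of the probes were no longer called, 25 were called only after rapamycin, and *Atg101* was at -0.24 (adjusted p = 0.108). Over the 2579 probes called against untreated *Tsc2* flox/flox podocytes, the fold kept a median ratio of 0.958 (quartiles 0.795 and 1.10) while the standard error was 1.49 times as large. The endothelial mean is low on each treated array, so these lost calls say nothing about the cause. The slide as a block, with 1 genotype effect common to both slides, gave 2816 probes (1616 genes). Without *Tsc2* Δ*podocyte replicate 2 and treated *Tsc2* flox/flox replicate 2, 0 interaction probes, 5 and 240 between the *Tsc2* flox/flox and the *Tsc2* Δ*podocyte groups and 743 only after rapamycin were called, with *Atg101* at -0.26 (adjusted p = 0.0606) and the SPINK1 list at 0.0400. With an estimated correlation, 1 list changed between the untreated genotypes and 0 in each other comparison, with 0.181 for glycolysis, 0.189 for gluconeogenesis and 0.181 for glutathione.

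The replicate block called 0 probes for the interaction and 3 between the *Tsc2* flox/flox groups, left the other counts within 1.5 times, and put *Atg101* at -0.24 (adjusted p = 0.0635). The groups share only a replicate number: 3 of 16 arrays correlated best with their own number, and the 24 pairs had r between -0.333 and 0.464.

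With 1 array left out at a time, the calls ranged as follows. Between the untreated genotypes they went from 2128 probes (1275 genes; without *Tsc2* Δ*podocyte replicate 2) to 2773 (1650; without *Tsc2* Δ*podocyte replicate 3). Between the treated genotypes they went from 847 (562 genes; without treated *Tsc2* flox/flox replicate 3) to 1680 (1039; without treated *Tsc2* Δ*podocyte replicate 2). Without the 2 arrays together these counts (probes and genes called, Tsc2dpodocyte+rapamycin against Tsc2flox/flox+rapamycin, and genes called, rapamycin-treated Tsc2dpodocyte against rapamycin-treated Tsc2flox/flox) were 1703 and 1106. Against untreated *Tsc2* flox/flox podocytes it was 1904 (1274 genes; without treated *Tsc2* Δ*podocyte replicate 3) to 2515 (1642; without *Tsc2* flox/flox replicate 3). The interaction had 0 to 3 probes, the *Tsc2* flox/flox groups differed by 0 (without treated replicate 4) to 70 (without treated replicate 1), and the *Tsc2* Δ*podocyte groups by 155 (without treated replicate 2) to 439 (without untreated replicate 3). Called only after rapamycin were 188 to 680 against treated *Tsc2* flox/flox podocytes and 878 to 1557 against untreated ones, and no longer called were 55.8% to 75.1% and 44.7% to 63.6%.

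*Tsc2* stayed between -1.58 and -1.33 on one probe and between -1.50 and -1.25 on the other, and *Rb1cc1* between -0.25 and -0.16. *Atg101* lay between -0.28 (without *Tsc2* flox/flox replicate 2) and -0.20 (without *Tsc2* Δ*podocyte replicate 3). Adjusted p values of the lists in camera were 1.25e-12 to 4.92e-10 for glycolysis, 1.30e-08 to 3.12e-07 for gluconeogenesis, 4.33e-21 to 1.18e-16 for NRF2 targets, 4.59e-07 to 3.61e-05 for glutathione detoxification, 0.0255 (without *Tsc2* flox/flox replicate 4) to 0.0861 (without *Tsc2* flox/flox replicate 3) for the SPINK1 list and 0.0592 to 0.232 for the MIF list. The camera adjusted p of interferon response list for the interaction was 0.000273 without *Tsc2* Δ*podocyte replicate 4. Changed lists numbered 17 to 23 between the untreated genotypes, 10 to 12 between the treated ones, 9 to 14 against untreated *Tsc2* flox/flox podocytes and 13 to 18 for the interaction.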

Differences from the paper's values

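The paper gives 858 genes as differing between *Tsc2* Δ*podocyte and *Tsc2* flox/flox podocytes (paper), at 1.5-fold and p under 0.05 by the Benjamini-Hochberg procedure. Here 1595 genes were called at the same thresholds, from limma. Of the alternatives set before the data were examined, normexp (1178), the methods' t-test with Benjamini-Hochberg adjustment (1011), a fold of at least 2 (740) and leaving out *Tsc2* Δ*podocyte replicate 2 (1275) come within 1.5 times of the paper's count. The other 16 do not. The t-test is that of the paper's general statistics section, since its microarray methods name none. Set beside the 2728 probes called, the paper's 858 is within 1.5 times only of a fold of at least 2 (1178 probes).

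The legend of S4 Fig gives 388 genes higher and 237 lower (paper), the part of the genes that IPA mapped. Here 978 genes were higher and 619 lower. Only a fold of at least 2, with 486 higher and 254 lower, comes within 1.5 times of these.

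The paper gives 76 genes as disturbed only after rapamycin (paper). Here 277 genes were called only between the treated genotypes and 798 only between treated *Tsc2* Δ*podocyte and untreated *Tsc2* flox/flox podocytes. Against treated *Tsc2* flox/flox podocytes, the methods' t-test with adjustment (114), a fold of at least 2 (112) and leaving out treated *Tsc2* flox/flox replicate 3 (111) come within 1.5 times of the paper's count, and the other settings do not. Against untreated *Tsc2* flox/flox podocytes, none of the settings does.

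The paper gives 810 of 858 genes as normalized by rapamycin (paper), which is 94.4%, and states no criterion. Here 959 of 1595 genes (60.1%) were no longer called against treated *Tsc2* flox/flox podocytes and 725 (45.5%) against untreated ones. The counts 959 and 725 are within 1.5 times of 810, but they are out of 1595 genes and the paper's is out of 858. The shares are not within 1.5 times. No alternative against treated *Tsc2* flox/flox podocytes reaches the paper's share, the highest being 81.9%. Without a treated array, the treated comparison also rests on fewer arrays than the untreated one. Of 29 alternatives against treated *Tsc2* flox/flox podocytes, 11 come within 1.5 times of the paper's share: normexp (66.1%), no filter (68.8%), only the 8 arrays (68.5%), the methods' t-test with Benjamini-Hochberg adjustment (81.9%), and leaving out *Tsc2* Δ*podocyte replicate 3 (63.2%), treated *Tsc2* Δ*podocyte replicate 1 (69.5%), 3 (71.3%) or 4 (63.8%) or treated *Tsc2* flox/flox replicate 1 (66.4%), 3 (71.1%) or 4 (68.6%). The other 18 do not, nor does any of 25 against untreated *Tsc2* flox/flox podocytes. The marker covariates, chosen after seeing the values, give 93.4% there, with the standard error 1.49 times as large. A list of the paper's own genes was not used here, so how many of them this drops was not determined.

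FIP200 mRNA was about 0.39 of control in Fig 5B (paper, read by eye), and *Rb1cc1* is 0.867 of control on its brightest probe here. ATG101 mRNA was about 0.42 in Fig 5B (paper, read by eye), and *Atg101* is 0.847 here. These differ under each of the alternatives. The paper's methods describe real-time PCR for mRNA, and here the values are array signals, with the same direction.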

Other observations

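Treated *Tsc2* flox/flox podocytes differed from untreated ones, which the paper does not report, by 29 called probes of 19 genes, 13 higher and 6 lower. Among the largest fitted rises, the interleukin-7 receptor *Il7r* (adjusted p = 0.00963) and the macrophage elastase *Mmp12* (adjusted p = 0.0353) were above background on 1 *Tsc2* flox/flox array each. The aminopeptidase *Anpep* was at 2.58 (adjusted p = 0.0468) and the liver X receptor *Nr1h3* at 2.02 (adjusted p = 0.0353) (3 *Tsc2* flox/flox arrays). *Myh11*, the smooth muscle myosin, was at -1.66 (adjusted p = 0.103) on one probe and lower on another with 1 treated array above background, and *Eln* was at least 1.43-fold lower (adjusted p = 0.0469; 3 *Tsc2* flox/flox arrays). Of 19 macrophage and leukocyte markers, 0 rose, 0 fell and 19 did not pass (7 rose when adjusted over the list alone). The macrophage list (median log2 fold change 0.72) gave adjusted p = 0.000199 in camera, and adjusted p = 0.771 with an estimated correlation. Of 18 endothelial markers, 0 rose, 0 fell and 18 did not pass (1 rose and 12 fell when adjusted over the list alone). The endothelial list (median log2 fold change -2.22) gave adjusted p = 4.12e-08 in camera, and adjusted p = 0.734 with an estimated correlation. The count of 29 became 16, 3, 2 and 6 without *Tsc2* flox/flox replicate 1, 2, 3 and 4, and 70, 1, 5 and 0 without treated replicate 1, 2, 3 and 4. It was 1 with only the 8 arrays, 2 in the methods' t-test with adjustment, 3 with the replicate block and 7 with no filter. After normexp 206 probes were called, 46.6% of them higher, against 58.6% of the 29 and 75.6% of 41 after quantile normalization. The slide, the age and rapamycin cannot be told apart in these comparisons.

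In *Tsc2* Δ*podocyte podocytes, 454 probes of 262 genes differed between treated and untreated samples, 111 genes higher and 151 lower. The 454 probes became 169, 200 and 163 without untreated replicate 1, 2 and 4, and 246 and 155 without treated replicate 1 and 2. They became 7 in the methods' t-test with adjustment, 76 with no filter and 133 with only the 8 arrays. Among the largest fitted falls, *Col3a1* was at -2.92 (adjusted p = 0.0217), the secreted *Serpinf1* at -2.86 (adjusted p = 0.0449) and the morphogen *Bmp4* at -2.77 (adjusted p = 0.0159). *Lrwd1* was at -6.48 (adjusted p = 0.0101) (2 treated arrays above background). *Akr1c19* was higher at 3.44 (adjusted p = 0.0217) and *Atp6v0d2*, a lysosomal proton pump subunit, at least 5.41-fold (adjusted p = 0.0231). Of the 16 glycolysis genes, 0 rose, 4 fell and 12 did not pass (7 fell when adjusted over the list alone). The glycolysis list (median log2 fold change -0.40) gave adjusted p = 2.7e-07 in camera, and adjusted p = 0.417 with an estimated correlation. Of the 38 NRF2 targets, 0 rose, 8 fell and 30 did not pass (23 fell when adjusted over the list alone). The NRF2 list (median log2 fold change -0.37) gave adjusted p = 9.38e-11 in camera, and adjusted p = 0.165 with an estimated correlation. Of the 18 immediate early genes, 3 rose, 0 fell and 15 did not pass (6 rose when adjusted over the list alone). The immediate early list (median log2 fold change 0.36) gave adjusted p = 0.00115 in camera, and adjusted p = 0.417 with an estimated correlation.

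Further lists of the untreated genotypes follow. Of 16 genes of the ER stress response, 1 rose, 0 fell and 15 did not pass (1 rose when adjusted over the list alone). The ER stress list gave adjusted p = 0.0210 in camera, and adjusted p = 0.525 with an estimated correlation. It does not pass after normexp or without some arrays. Of 17 p53 targets, 1 rose, 2 fell and 14 did not pass (3 rose and 2 fell when adjusted over the list alone). The p53 list gave adjusted p = 0.943 in camera. Of 30 cytosolic ribosomal proteins, 0 rose, 0 fell and 30 did not pass (0 rose and 0 fell when adjusted over the list alone). The ribosomal list gave adjusted p = 0.562 in camera. Of 33 genes of the respiratory chain, 3 rose, 0 fell and 30 did not pass (2 rose when adjusted over the list alone). The respiratory chain list (median log2 fold change 0.12) gave adjusted p = 0.000573 in camera, and adjusted p = 0.260 with an estimated correlation. Of 15 regulators of mitochondrial biogenesis, 3 rose, 1 fell and 11 did not pass (3 rose and 2 fell when adjusted over the list alone). The biogenesis list gave adjusted p = 0.782 in camera. *Ppargc1b* was at 0.88 (adjusted p = 0.00895). Of 27 cell cycle genes, 0 rose, 0 fell and 27 did not pass (0 rose and 0 fell when adjusted over the list alone). The cell cycle list (median log2 fold change -0.39) gave adjusted p = 0.00427 in camera, and adjusted p = 0.645 with an estimated correlation. It does not pass without *Tsc2* Δ*podocyte replicate 2 or *Tsc2* flox/flox replicate 2. Of 18 markers of endothelium, 0 rose, 0 fell and 18 did not pass (0 rose and 0 fell when adjusted over the list alone). The list of endothelium gave adjusted p = 0.459 in camera. It passes without *Tsc2* Δ*podocyte replicate 3 or *Tsc2* flox/flox replicate 3. Of 5 proximal tubule markers, 0 rose, 2 fell and 3 did not pass (2 fell when adjusted over the list alone). The proximal list gave adjusted p = 0.562 in camera. *Lrp2*, megalin, was at -1.57 (adjusted p = 0.00489). Of 4 distal nephron and collecting duct markers, 0 rose, 0 fell and 4 did not pass (0 rose and 0 fell when adjusted over the list alone). The distal list gave adjusted p = 0.782 in camera. Of 2 erythroid markers, 2 rose, 0 fell and 0 did not pass (2 rose when adjusted over the list alone). The erythroid list (median log2 fold change 1.27) gave adjusted p = 0.0160 in camera, and adjusted p = 0.261 with an estimated correlation. The alpha globin *Hba-a2* was at least 1.61-fold higher (adjusted p = 0.00393), and *Hba-a1* was higher (adjusted p = 0.00416), with 1 *Tsc2* flox/flox array above background.

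Of the probes called between the untreated genotypes, 779 were called higher and 549 lower between treated *Tsc2* Δ*podocyte and untreated *Tsc2* flox/flox podocytes too, against 73.7 and 52.8 if the calls were independent. These comparisons share their control arrays, which alone gives r = 0.500 between the fold changes over 100 simulations, against 0.693 measured. Without a shared control, between the treated genotypes, 574 and 410 were called, against 44.2 and 28.2, at r = 0.728. Each genotype lay in the same row on both slides, so this agreement may hold a row effect. Of 224 list genes with several probes, 35 had only some that passed and 0 had probes passing in both directions.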
